# Differential response of C57BL/6J mouse and DBA/2J mouse to optic nerve crush

**DOI:** 10.1186/1471-2202-10-90

**Published:** 2009-07-30

**Authors:** Justin P Templeton, Mohamed Nassr, Felix Vazquez-Chona, Natalie E Freeman-Anderson, William E Orr, Robert W Williams, Eldon E Geisert

## Abstract

**Background:**

Retinal ganglion cell (RGC) death is the final consequence of many blinding diseases, where there is considerable variation in the time course and severity of RGC loss. Indeed, this process appears to be influenced by a wide variety of genetic and environmental factors. In this study we explored the genetic basis for differences in ganglion cell death in two inbred strains of mice.

**Results:**

We found that RGCs are more susceptible to death following optic nerve crush in C57BL/6J mice (54% survival) than in DBA/2J mice (62% survival). Using the Illumina Mouse-6 microarray, we identified 1,580 genes with significant change in expression following optic nerve crush in these two strains of mice. Our analysis of the changes occurring after optic nerve crush demonstrated that the greatest amount of change (44% of the variance) was due to the injury itself. This included changes associated with ganglion cell death, reactive gliosis, and abortive regeneration. The second pattern of gene changes (23% of the variance) was primarily related to differences in gene expressions observed between the C57BL/6J and DBA/2J mouse strains. The remaining changes in gene expression represent interactions between the effects of optic nerve crush and the genetic background of the mouse. We extracted one genetic network from this dataset that appears to be related to tissue remodeling. One of the most intriguing sets of changes included members of the crystallin family of genes, which may represent a signature of pathways modulating the susceptibility of cells to death.

**Conclusion:**

Differential responses to optic nerve crush between two widely used strains of mice were used to define molecular networks associated with ganglion cell death and reactive gliosis. These results form the basis for our continuing interest in the modifiers of retinal injury.

## Background

For many ocular diseases that result in the loss of vision, the death of retinal ganglion cells (RGCs) is the final common pathway. Glaucoma is one such ocular disease where the sporadic family history and the presence of significant risk factors in select populations suggest that the susceptibility of RGC death is a complex trait [1,2]. For example, elevation in intraocular pressure (IOP) in open angle glaucoma is strongly associated with an increased likelihood of RGC death. Lowering IOP almost always has the beneficial effect of sparing RGCs. However, some patients with normal or even low IOP develop glaucoma with associated RGC death [3,4]. The reverse is also true: selected populations of people have very high IOPs and yet do not develop glaucoma or lose RGCs [3]. The fact that some patients with low IOPs develop glaucoma while others with high IOPs do not has led to the hypothesis that critical genetic sequence variants segregating human populations influence the relative susceptibility or resistance to ganglion cell death [5]. One efficient way to measure the influence of sequence variants on complex traits is to compare different inbred strains of mice. For example, Nickells and colleagues [6] studied the differential survival of RGCs in 15 highly diverse strains of mice following optic nerve crush, finding that ganglion cells in some strains were highly susceptible whereas other strains were relatively resistant. This difference demonstrates the importance of genetic background on the complex process of ganglion cell death. Defining the genomic differences between these strains has the potential to lead to novel treatments to prevent ganglion cell loss and preserve vision.

One obvious approach to examining the molecular differences that underlie the susceptibility or resistance of ganglion cells to injury is to use microarray methods to profile the transcriptomes of inbred strains of mice. A considerable amount of published microarray data describes the retina's response to injury in different rodent strains. When one looks across all of these studies, there is a general agreement that changes in gene expression are classic responses of the central nervous system (CNS) to injury [7]. For example, genes that are associated with reactive gliosis, such as *Gfap*, are often upregulated, whereas neuronal marker genes such as *Thy1 *are often downregulated [7-13]. Some studies have gone further, focusing on the response of the inner retina to look at regional changes [14]; other studies have used laser-capture microdissection to examine expression profiles of isolated RGCs [15]. The common responses to injury can be observed in a variety of different types of insult to the eye. Earlier work in our laboratory [7] found that many of the changes resulting from mechanical injury to the eye are similar to changes in other models of retinal injury, including ischemia [16], elevated intraocular pressure [8], photocoagulation [17], and photo-oxidative stress [18]. These common responses across different rodent species with different types of insult are interesting, however since they are common to susceptible and resistant strains they are of little use in determining the underling susceptibility to insult.

In this study, we compared the response of the retina to optic nerve crush in C57BL/6J and DBA/2J mice. Both of these strains are widely used in vision research. There is an extensive catalogue of ocular phenotypes and genetic modifications for both strains [19]. Also, these two strains are the parents of the BXD recombinant inbred (RI) strain set, which has been used for more than a decade to study the genetic basis of variations in the structure of the eye, retina, and central visual system [20,21]. We have comprehensive gene expression data for the eyes of most of these BXD strains [20] and therefore can use all of these array and phenotype datasets to map sequence variants that influence entire genetic networks regulating the response of the retina to injury.

## Results and Discussion

To study molecular mechanisms underlying differential response of the retina to injury, we exploited two mouse strains, C57BL/6J and the DBA/2J. The first part of this section covers the differential effect of optic nerve crush on ganglion cell survival. For the anatomical studies the retinas were examined 30 days after the optic nerve crush. This extended period of time allowed us to have a clear picture of the long-term effects of the insult to the optic nerve. In the second part, we describe changes in the transcriptome at two time points after the crush. To define potential changes in the transcriptome that underlie the long-term effects of optic nerve crush, the microarray samples were taken at 2 and 5 days after optic nerve crush. We have supplemented the analysis by generating microarray data of cultured astrocytes from C57BL/6J and DBA/2J strains and by a meta-analysis of array data from existing public databases.

### Retinal Ganglion Cell Loss After Optic Nerve Crush

To define difference in the response of the C57BL/6J and DBA/2J mice to optic nerve crush, we examined the retinas of normal mice and mice 30 days after optic nerve crush (Figure 1). The most obvious change was a dramatic decrease in the number of NeuN-stained cells in the retinas of both strains when the nerve was crushed. We counted the number of NeuN-labeled cells in the ganglion cell layers of control retinas and retinas from animals 30 days after optic nerve crush for both the C57BL/6J mouse and the DBA/2J mouse. We sampled between 14 and 18 fields from 5 retinas for each strain to define the density of NeuN positive cells per mm^2 ^(see methods section). In the control C57BL/6J mice, the average number of NeuN-positive cells (ganglion cells plus the population of displaced amacrine cells) was 5012 cells/mm^2 ^with a standard error of 317 cells/mm^2^. The control DBA/2J mice had 4295 cells/mm^2 ^with a standard error of 187 cells/mm^2^. This difference in the density of NeuN-positive cells between the two strains is significant using the student t-test (p < 0.04).

**Figure 1:**
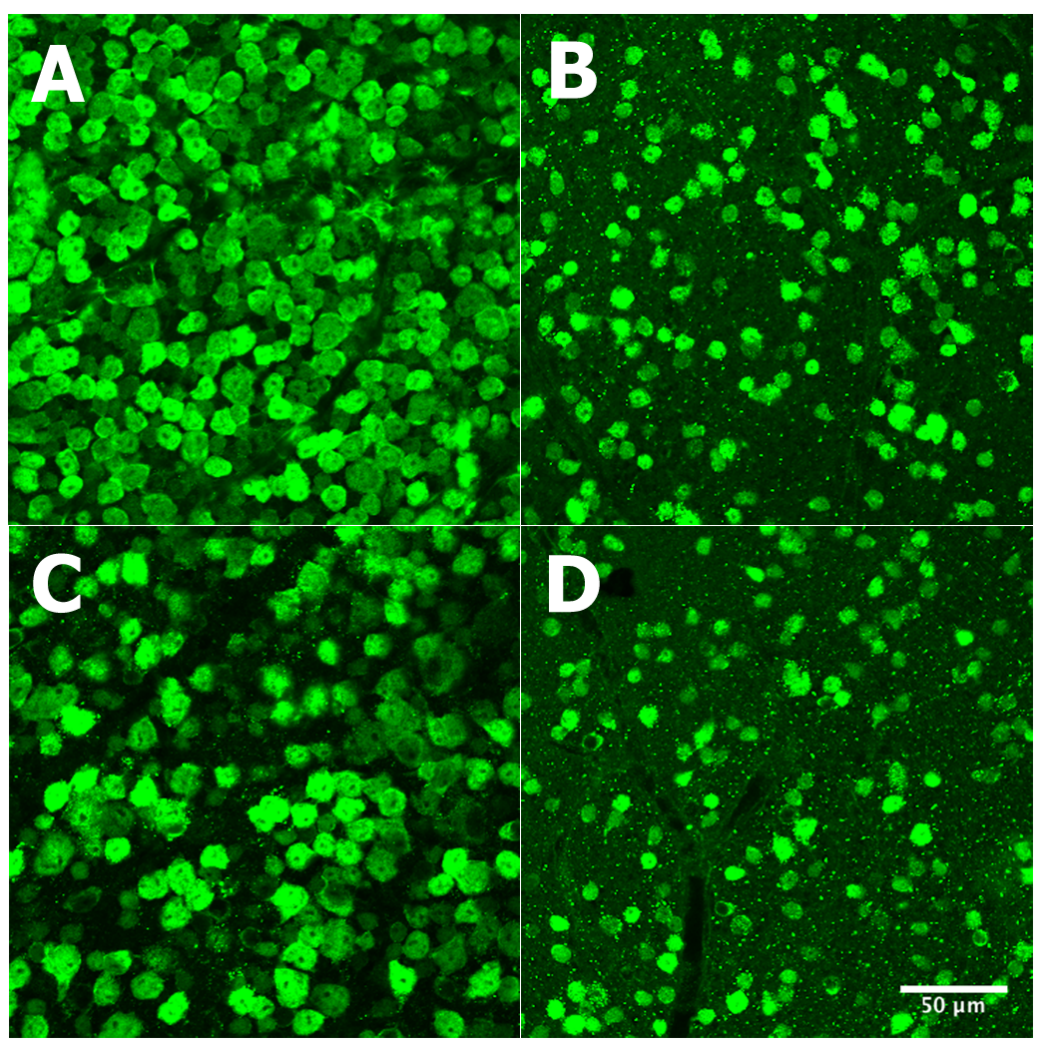
**Effects of optic nerve crush on the retinas of C57BL/6 and DBA/2J mice**. The effect of optic nerve crush on the survival of retinal ganglion cells is shown in 4 panels. C57BL/6 retinas are shown in A (control) and B (optic nerve crush); DBA/2J retinas appear in C (control) and D (optic nerve crush). Note the significant decrease in ganglion cell staining after optic nerve crush. Ganglion cells were stained with NeuN. All panels are at 40× magnification. The scale bar in panel D represents 50 μm.

In our data, we see a significant difference in the number of NeuN-positive cells between the C57BL/6J and the DBA/2J strains. When one examines the literature for comparative numbers, Williams et al. [22] calculated the axon number to be a mean of 54,600 ganglion cells per retina for the C57BL/6J strain (pooled data from pigmented and coisoenic albino mice) and 63,400 ganglion cells per retina for the DBA/2J strain. If this is converted to cell density per mm^2 ^the numbers are 2,884 cells/mm^2 ^for the C57BL/6J strain and 3,254 cells/mm^2 ^for the DBA/2J strain. In the study by Buckingham et al. [23] they used NeuN staining and cell counting similar to that used in the present study and they arrived at very similar numbers (see Figure 2 in Buckingham et al., 2008). Extrapolating from their graph they see 4,800 cells per mm^2 ^for C57BL/6J and 4,200 cells per mm^2 ^for the DBA/2J mouse [23]. These numbers are very similar to the ones from the present study. It is hard to say why there are differences between studies. The most parsimonious explanation is that differences seen from study to study may be related to the sampling method.

**Figure 2:**
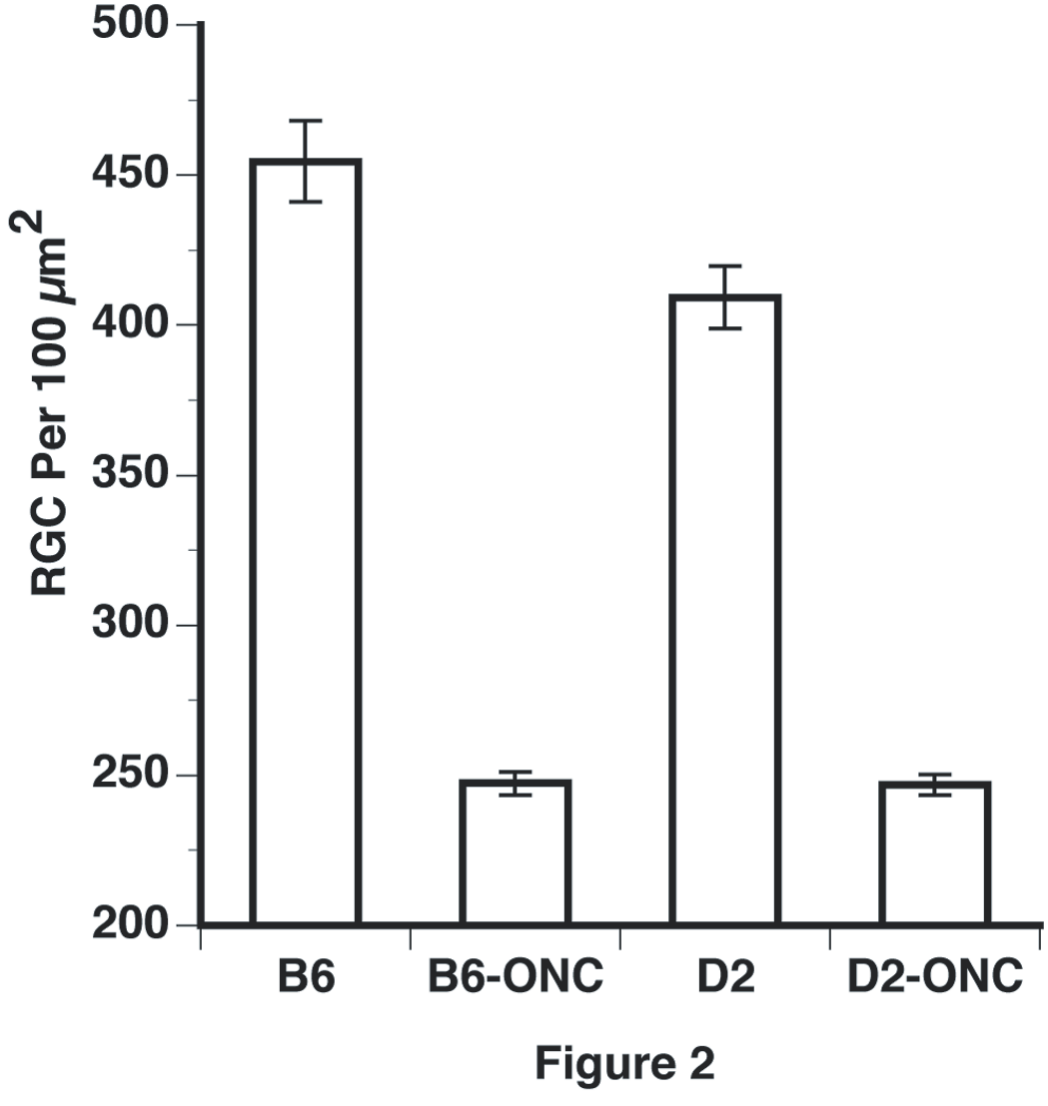
**Quantification of loss of retinal ganglion cells**. The percent survival of retinal ganglion cells following optic nerve crush (ONC) is shown for two strains of mice, C57BL/6J (B6) and DBA/2J (D2). The data points represent the percent survival for each of the retinas that received a crush of the optic nerve. The means of each group are indicated by the horizontal lines. This number was calculated by dividing the density of NeuN-positive cells optic nerve crush retinas by the average density of the control retinas of the same strain. There was a statistically significant (t-test, p < 0.01) difference in the survival of NeuN-positive cells, with 54% survival in the C57BL/6J mouse and 62% survival in the DBA/2J mouse.

After the optic nerve crush, the average density of NeuN-positive cells decreased to 2694 cells/mm^2 ^in C57BL/6J retina and to 2677 cells/mm^2 ^in DBA/2J retina. To determine if there is a difference in the response of the retinal ganglion cells to injury, we calculated the percent survival for each optic nerve crushed retina, dividing the density of retinal ganglion cells in that retina by the average density in the control retina of the same strain. The disparity in survival between the two strains is shown in Figure 2. There was a 54% survival of NeuN-positive cells in the C57BL/6J mouse, while the DBA/2J mice had a 62% survival of neurons. This difference in NeuN-labeled cell loss is significant using a student t-test (p < 0.01). Since we used NeuN to label cells in the ganglion cell layer, it is possible that displaced amacrine cells were included in our counts. The displaced amacrine cells represent a diverse population of cells [24,25]. There are strain differences in the number of amacrine cells in the mouse [26,27]. The strain differences include the number of ChaT-positive displaced amacrine cells [26]. In the C57BL/6 mouse the ChaT-positive amacrine cells are estimated to be 19% of the total population of displaced amacrine cells [28]. Thus, the neurons surviving in the ganglion cell layer may include both ganglion cells and some displaced amacrine cells. It is worth noting that Buckingham et al. [23] directly addressed this question and found that a consistent proportion of ChaT-positive displaced amacrine cells expressed detectible levels of NeuN.

When we compare our data to others, we find that Li et al. [6] did not observe a statistically significant difference in survival following optic nerve crush between the C57BL/6J mouse and the DBA/2J mouse. It is interesting to note that the DBA/2J trended higher than the C57BL/6J (see Figure 1 of Li et al.) [6]. In our study, we found a modest, but statistically significant differences between the two strains. This could be due to differences in techniques to crush the optic nerve, differences in staining, or the fact that we used control mice and Li et al. [6] used the contralateral eye as a control for optic nerve crush [6]. The small difference in survival we observe may have significant ramifications to our microarray studies and will allow us to map genetic networks using the BXD recombinant inbred mice along with the powerful bioinformatics tools in GeneNetwork [29].

### Changes in the Transcriptome After Optic Nerve Crush in the C57BL/6J and DBA/2J Strains

Microarrays were run on both the C57BL/6J and the DBA/2J strains with RNA isolated from control mice and mice 2 and 5 days after optic nerve crush. 

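The arrays covered 6 groups of retinas, control and 2 and 5 days after optic nerve crush in each strain, with 3 arrays per group. Each array held RNA pooled from 2 retinas. The authors deposited the non-normalized signal intensity of 46116 probes and, in a second table, the same values as scores on their own scale, on which log2 values have a mean of 8 and an SD of 2 in every array. The intensities were put on that scale here, and 1 unit of it came to a median of 0.56 log2, or 1.47-fold. The median signal of an array was 131.5 to 210.4, and the number of arrays limits the precision. A probe is called, and a gene is said to rise or fall, where limma gave an adjusted p under 0.03 in 1 fit over the 6 groups. The 5 comparisons were between the control retinas of the strains and between each crush group and the controls of its strain, and 2 further tests asked whether the change at 2 or at 5 days differed between the strains. Where a result is given without a single array, only arrays of the groups compared were left out in turn. The test, its alternatives, the rule for naming genes and 27 lists of genes were set before the data were examined, but after the group averages in the paper's tables had been seen, and lists such as the crystallins and the qRT-PCR genes are the paper's own picks from these arrays. Each list was tested with limma's camera in every comparison. At a preset correlation 45 of 189 list tests were called, and with an estimated correlation 0 were called, the lowest adjusted p being 0.195. In simulated data with independent noise, changes were put only into C57BL/6J at 5 days and only at probes above the median signal. There the fit recovered 51.5% of 66 probes changed by 1 unit, 86.4% of those changed by 2 units and 98.5% of those changed by 4 units. These shares do not carry over to dim probes or to the comparison of the strains. The array labelled C57BL/6J 2 days replicate 3 and the array labelled DBA/2J 2 days replicate 1 lay near the controls of the other strain at genes that part the strains. Both were kept, and values over the other 16 arrays, a choice made after the data were seen, are given beside some of the results. The array labelled C57BL/6J control replicate 1 read high for Xist and low for Y-linked genes, against its male label, and was kept too.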

The first step in the data analysis was to select a set of genes for analysis. For this analysis we used Significance Analysis of Microarrays (SAM, Stanford University, ). We made five biologically meaningful comparisons to define groups of genes that change in the two strains following optic nerve crush. 

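Ccn2, formerly Ctgf, encodes a secreted growth factor of connective tissue and vessels, and its transcript was lower in the control retina of DBA/2J than in that of C57BL/6J. The uncharacterized gene 1700088E04Rik was higher in DBA/2J. Glo1, which encodes an enzyme that clears methylglyoxal, and Alad, which encodes an enzyme of haem synthesis, are duplicated in the DBA/2J genome, and DBA/2J carries a stop codon in Gpnmb, a gene of pigment cells and macrophages. On every control array Glo1 and Alad stood higher and Gpnmb lower in DBA/2J than on any C57BL/6J control array, which chance gives in 10% of genes at 3 arrays against 3. The difference was -2.82 units for Ccn2 (standard error 0.36, adjusted p = 0.0248 from limma) and 1.13 units for 1700088E04Rik (standard error 0.13, adjusted p = 0.0143). Only these 2 probes were called, and 3194 had an unadjusted p under 0.05, where chance alone would give about 5% of probes, or 2305. Without any single control array both calls were lost, at an adjusted p of up to 0.282 for Ccn2 and 0.174 for 1700088E04Rik. Glo1 differed by 1.86 units, Alad by 2.31 units and Gpnmb by -1.65 units, none of them called. Of these genes and 1 more fixed as a check of the strain labels, 0 were called by limma over all probes, SAM called 2 higher and 1 lower, and 2 were higher and 1 lower when adjusted over the list alone. Over all probes SAM called 694, with 206 higher in DBA/2J and 488 lower. limma called 322 on the control arrays alone, with 113 higher and 209 lower, and 456 on the 16 arrays, with 179 higher and 277 lower, among them Alad, Gpnmb and Glo1 (the last at adjusted p = 6.18e-05, and 0.00298 to 0.143 over the other alternatives).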

The first comparison was to define genes that had significantly different levels of expression between the two normal retinas, control C57BL/6J retina and control DBA/2J retina (522 probes). The next four comparisons were done to select genes that were differentially expressed after optic nerve crush, comparing the control samples to the 2-day crush and 5-day crush samples of each strain for both the C57BL/6J retina and DBA/2J retina. This will define genes that are changing following optic nerve crush: C57BL/6J control versus 2 day after injury (49 probes) and versus 5 days after injury (1007 probes) and DBA/2J control versus 2 days after injury (0 probes) and 5 days after injury (52 probes). 

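In C57BL/6J the largest called changes at 5 days included falls of Pvalb, Cplx1 and Caln1 and rises of Edn2 and Mmp12. Pvalb encodes parvalbumin and Caln1 calneuron 1, calcium-binding proteins of neurons, and Cplx1 encodes complexin 1, which controls the release of transmitter. Edn2 encodes endothelin 2, a peptide made by photoreceptors after injury that acts on glia, and Mmp12 an elastase of macrophages. Pvalb fell by 3.80 units at 5 days (standard error 0.39, adjusted p = 0.000305 from limma), from 13.19 ± 0.21 units (SD, n = 3 arrays) in the controls to 9.39 ± 0.27 units. Caln1 fell by 2.27 units (adjusted p = 0.00017) and Cplx1 fell by 2.94 units (adjusted p = 0.00103). Edn2 rose by 3.98 units (standard error 0.60, adjusted p = 0.0043), which was 2.28 on the log2 scale after quantile normalization, and Mmp12 rose by 3.10 units (adjusted p = 0.000305). These calls held without any single array. At 5 days 628 probes were called, 316 higher and 312 lower. Quantile normalization called 565, with 222 higher and 343 lower, and SAM called 1824, with 1270 higher. The count was 147, 226 and 218 without C57BL/6J control replicates 1, 2 and 3, and 261 and 280 without C57BL/6J 5 days replicates 1 and 2. Control replicate 1 read 11.27 units for Xist and 7.02 units for the Y-linked gene Eif2s3y, against its male label. At 2 days the 9 called probes included a rise of Mmp12 and falls of Ccn2 and of the histone gene H3c2. Mmp12 rose by 2.55 units (adjusted p = 0.00833), Ccn2 fell by 2.86 units (adjusted p = 0.00833) and H3c2 fell by 1.83 units (adjusted p = 0.00833). The 2-day count was 0 without C57BL/6J control replicate 2 or 3 or 2 days replicate 2, 4 without control replicate 1, 2 without 2 days replicate 3 and 23 without 2 days replicate 1, and the adjusted p reached 0.0599 for Ccn2 and 0.0538 for Mmp12 and H3c2. SAM called 116 probes at 2 days and limma with a replicate block 14. Over the 16 arrays limma called 10 at 2 days, and 5 of these were among the 9, Mmp12, Ccn2 and H3c2 included.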

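In DBA/2J the largest called rises at 5 days were those of Edn2 and Gal. Gal encodes the neuropeptide galanin, which neurons make after their axons are cut, and Edn2 and Mmp12 rose in this strain too. Cp encodes ceruloplasmin, a copper protein of glia that oxidizes iron. Edn2 rose by 5.14 units (standard error 0.60, adjusted p = 0.00316 from limma), from 8.92 ± 0.30 units (SD, n = 3 arrays) in the controls to 14.06 ± 1.67 units. Gal rose by 4.27 units (standard error 0.42, adjusted p = 0.00109). The calls of Edn2 and Gal held without any single array and were lost only with the arrays of the 2 groups alone, at adjusted p of 0.0619 and 0.0404, where they ranged from 0.00113 and 0.000189 over the alternatives. Mmp12 rose by 2.33 units (adjusted p = 0.0087), a call lost without DBA/2J control replicate 1 or 2 or 5 days replicate 1 or 2, at an adjusted p of up to 0.0639. Cp rose by 1.83 units at 1 probe (adjusted p = 0.0172), a call lost without the same arrays, at up to 0.139, and not called over the 16 arrays, and its other probe had a difference of -0.41 units and was not called. At 5 days 31 probes were called, 18 higher and 13 lower. Quantile normalization called 38, with 16 higher and 22 lower, SAM called 181, with 150 higher, and limma called 3 on the arrays of the 2 groups alone. The count was 6, 14 and 69 without DBA/2J control replicates 1, 2 and 3, and 12, 12 and 18 without DBA/2J 5 days replicates 1, 2 and 3. At 2 days limma called 0 probes, with 2945 at an unadjusted p under 0.05, where chance alone would give about 5% of probes, or 2305. SAM called 1, limma after quantile normalization 1, after normexp background correction 3 and with a replicate block 3.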

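A few genes were called in several comparisons. Ccn2 stood at 13.58 units in the C57BL/6J controls and at 10.36 to 10.86 units in the other 5 groups, so it was called lower in C57BL/6J at both times after the crush and in the DBA/2J controls. These 3 comparisons subtract the same 3 control arrays, and high values on those arrays alone would give all of them. Mmp12 rose in C57BL/6J at both times and in DBA/2J at 5 days. Edn2, Gal and Gap43, which encodes a protein of growing axons, rose at 5 days in both strains. Counted once each, 637 of the 46116 probes were called by limma in at least 1 of the 5 comparisons, 628 of them in C57BL/6J at 5 days. The number was 574 after quantile normalization, 1149 at an adjusted p under 0.05, 992 over the 16 arrays and 2602 with SAM. Comparisons within a strain share their 3 control arrays, and the comparison of the controls shares arrays with all others, so part of the overlap may come from those controls.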

After the duplicate probes were scrubbed, a total of 1,580 probes from the Illumina array were selected with a false discovery rate less than 0.03. The next phase of the analysis was to define functional clusters of genes using a principal component analysis. Using the CLUSFAVOR v6.07 program [30], we identified clusters of genes based on their expression patterns (Figure 3). This analysis resulted in 5 eigenvectors dividing the dataset into 10 groups, with a positive and negative component for each vector (Figure 3). The 10 clusters account for all of the variability in the dataset. A number of different data-mining tools were used to extract biologically meaningful information from these clusters. The web-based software used included the National Center for Biotechnology Information web site for PubMed [31] and Entrez Gene databases [32], Chilibot for searching PubMed relationships [33], Genomatix for searching for possible transcription factors [34], Transfac 7.0 for transcription factor mining [35], UCSC Genome Bioinformatics for its genome browser [36], WebGestalt for its annotation abilities [37], Gensat [38], and GeneNetwork [29].

**Figure 3:**
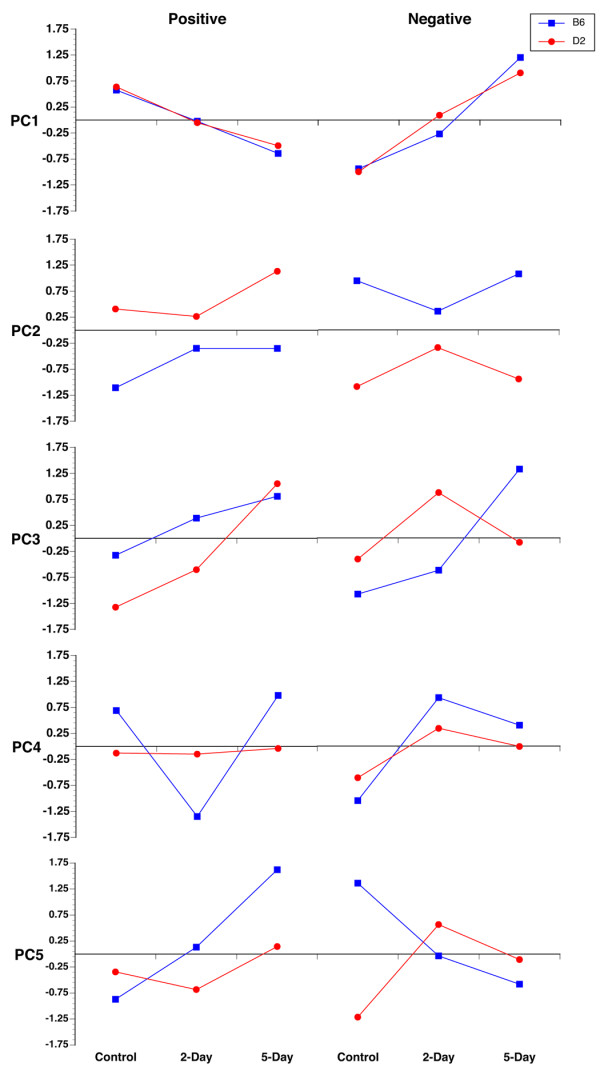
**Principal component expression patterns**. The average gene expression profiles are shown for all 10 clusters. In PC1, the genes having a common expression profile in the C57BL/6J (B6) and DBA/2J (D2) strains are clustered. PC1 positive represents genes in both strains that have decreased expression after ONC. PC1 negative has the reverse of this pattern, with genes increasing in expression. PC2 appears to represent genes that are differentially expressed in the two strains. These gene cluster patterns are almost mirror images of each other. In the remaining clusters (PC3 to PC5), very different patterns appear to represent interactions between strain differences and the effects of ONC.

To complement this work, we generated a microarray dataset for astrocytes isolated from the C57BL/6J and the DBA/2J cortices. This astrocyte data set was used to generate three lists of transcripts. We used two independent approaches to create the lists. The first approach compared the average expression of all of transcripts in the 6 (3 C57BL/6J and 3 DBA/2J) astrocyte micorarrays to the average of the gene expression in the 6 normal retina samples (3 C57BL/6J and 3 DBA/2J). The first list is a group of 325 genes, which were 20-fold enriched in the astrocyte sample relative to the retina. We considered this list of genes to be an astrocyte signature. Of these 325 genes, 36 were present in the selected genes of the optic nerve crush dataset (See additional file 1: Genes with ≥ 20 fold change between astrocyte and control retina). The second list of genes, totaling 379, contained transcripts that were 20-fold enriched in the retina relative to the astrocyte sample, was classified as a non-astrocyte signature. Of these 379 genes, 44 were present in the optic nerve crush dataset (See additional file 2: Genes with ≤ -20 fold change between astrocyte and control retina). The third list of genes, totaling 934, was created to identify transcripts that were differentially expressed in cultured C57BL/6J astrocytes relative to DBA/2J astrocytes. In this list, 321 genes were more highly expressed in C57BL/6J astrocytes and 613 genes were more highly expressed in DBA/2J astrocytes. Of the 934 genes, 186 were present in the optic nerve crush dataset (See additional file 3: C57BL/6J astrocyte vs. DBA/2J astrocyte fold change). The first two of these three lists were combined and considered to be differentially expressed genes between the two types of astrocytes. These lists of genes were used in our analysis of the differential response of the C57BL/6J and DBA/2J retina to optic nerve crush.

Of the 1,580 genes in our optic nerve crush data set, 9 were selected and examined by real-time qRT-PCR. These genes were *Bcl2a1a, Chrna6, Cryaa, Crybb2, Crym, Egr1, Gfap, Sox11, and Thy1*. (See additional file 4: Oligonucleotides used for Real-Time qRT-PCR). In general, the patterns of change for the genes monitored by real-time qRT-PCR were similar to those observed in the averaged microarray datasets. The levels of *Gfap *were similar in comparison between the control data versus 2-day injury data, as well as the comparison between the 2-day versus 5-day injury data. 

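Gfap encodes the intermediate filament of astrocytes and, after injury, of Müller glia. In C57BL/6J its level was 7.42 ± 0.06 units (SD, n = 3 arrays) in the controls, 8.39 ± 1.13 at 2 days and 9.52 ± 0.57 at 5 days. In DBA/2J the level of Gfap was 7.76 ± 0.30, 8.97 ± 0.67 and 10.68 ± 1.29 units. All 3 arrays at 5 days lay above all 3 controls in each strain. The difference of Gfap from the controls at 5 days was 2.10 units in C57BL/6J (standard error 0.59, adjusted p = 0.0725 from limma) and 2.92 units in DBA/2J (standard error 0.59, adjusted p = 0.0583), and neither was called. Gfap was called in C57BL/6J by SAM and by limma on the control and 5-day arrays of that strain alone (adjusted p = 0.0154, the lowest over its alternatives, where the highest was 0.111). At 2 days the differences of Gfap were 0.96 and 1.21 units, and neither was called.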

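Crym encodes mu-crystallin, which in mammals is an enzyme and thyroid hormone binder of neurons and not a protein of the lens. Bcl2a1a encodes a relative of Bcl2 that protects haematopoietic cells from death. Cryaa and Crybb2 encode an alpha- and a beta-crystallin, abundant proteins of the lens. Crym rose in C57BL/6J, from 13.18 units in the controls to 14.03 at 2 days and 15.98 at 5 days, a difference at 5 days of 2.80 units (standard error 0.41, adjusted p = 0.00339 from limma, n = 3 arrays per group) that held without any single array. In DBA/2J the difference of Crym at 5 days was 2.41 units (adjusted p = 0.0348), which was not called. Bcl2a1a was 1.30 units higher in C57BL/6J (adjusted p = 0.177) and 1.57 units higher in DBA/2J (adjusted p = 0.215), neither called by limma, while SAM called it in C57BL/6J. Crybb2 differed by -7.57 units at 5 days in C57BL/6J (standard error 2.28, adjusted p = 0.0909) and by 3.20 units in DBA/2J, and Cryaa by -5.30 units (standard error 2.22, adjusted p = 0.203) and by 1.80 units, none called. Without C57BL/6J control replicate 3, on which the lens markers also stood highest, the C57BL/6J difference of Cryaa was -2.74 units. Of the 10 genes measured by qRT-PCR, the reference gene Actb included, 2 rose and 2 fell at 5 days in C57BL/6J (3 and 3 when adjusted over the list alone, which is not independent evidence, since the genes were picked on these samples). Without C57BL/6J control replicate 1 or 2 or 5 days replicate 2 there were 3, the call of Thy1 being lost, and with the arrays of the 2 groups alone 6. In DBA/2J limma called 0 of them at 5 days, 5 were higher and 2 lower at an unadjusted p under 0.05, SAM called 1, and 4 were higher and 2 lower when adjusted over the list alone. As a group they were higher in DBA/2J at 5 days (adjusted p = 0.00528 with camera), which was lost at an adjusted p = 0.325 with an estimated correlation.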

Other genes, such as *Bcl2a1a*, *Chrna6, Cryaa, Crybb2*, *Crym*, and *Thy1*, were similar in the overall trend from control to 5-day. However, the 2-day versus 5-day fold change was not always in the same direction, although the differences were small. In other cases, there were slight differences in the fold changes, as with the *Egr1 *gene, for which the real-time qRT-PCR indicated a +0.47-fold change between the C57BL/6J 2-day versus 5-day, the microarray result was -0.8 for the same condition. 

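Egr1 encodes a transcription factor that neurons and glia switch on within minutes of stimulation, as they do Fos and Junb. In C57BL/6J Egr1 stood at 12.87 ± 0.97 units (SD, n = 3 arrays) at 2 days and 12.08 ± 0.23 at 5 days, a change of -0.79 units (exact permutation test, two-sided, p = 0.3). In DBA/2J it stood at 11.33 ± 0.51 and 12.75 ± 0.82 units, a change of 1.41 units (exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). Without the 2 arrays that lay near the other strain the changes of Egr1 were -1.24 and 1.58 units. Against the controls Egr1 differed at 5 days by -0.25 units in C57BL/6J and 1.25 units in DBA/2J, Fos by 0.99 units in DBA/2J and Junb by 0.90 units in DBA/2J, and limma called none of these. The 10 immediate early genes were as a group higher in DBA/2J at 5 days (adjusted p = 0.00272 with camera; adjusted p = 0.325 with an estimated correlation). Of them limma called 0, SAM called 0, and 3 were higher at an unadjusted p under 0.05.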

*Egr1 *had a -0.35-fold change in the DBA/2J between the 2-day versus 5-day, but the microarray data yielded +1.42. Nonetheless, the agreement between the microarray data and real-time qRT-PCR data was excellent; indicating that for the genes tested, the microarray provided an appropriate measure of transcript level. Once the quality of the dataset was proven, we clustered the data into groups and began our functional analysis.

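Among the called genes Pvalb, Rbpms, Calb2 and Cplx1 fell in C57BL/6J at 5 days, and Gal, Ecel1, Sox11 and Mmp12 rose. A principal component analysis of the group means of the 637 called probes put most of their variance on 1 axis. Its first component held 81.9% of the variance, the second 7.2% and the other 3 together 10.9%. Along the first component C57BL/6J moved from 0.56 in the controls to -0.01 at 2 days and -0.67 at 5 days, and DBA/2J from 0.40 to -0.02 and -0.27. Most weight lay on falling levels for 308 probes and on rising levels for 316. The set is weighted towards 1 comparison, since 628 of the 637 probes were called in C57BL/6J at 5 days. On the 1351 probes that the paper assigns to its components the first held 47.6%, the second 33.9% and the others 18.5%. Over the 18 arrays in place of group means the first held 66.1% and the second 6.84%.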

Most genes are found in the first principal component (PC1), which contains 823 genes or 44% of the total variance in the dataset. 

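Some genes rose or fell in both strains at 5 days. Pbxip1, whose protein links PBX transcription factors to the cytoskeleton, and Sec22c, whose protein takes part in transport from the endoplasmic reticulum, rose in each. The histone gene H2ac20 and the ribosomal protein gene Rpl7 fell in each. Pbxip1 rose by 1.86 units in C57BL/6J and 2.00 units in DBA/2J (adjusted p = 0.000979 and 0.00291 from limma, n = 3 arrays per group). Sec22c rose by 2.69 units in C57BL/6J and 2.31 units in DBA/2J, H2ac20 fell by 1.52 units in C57BL/6J and fell by 1.43 units in DBA/2J, and Rpl7 fell by 1.17 units in C57BL/6J and fell by 1.37 units in DBA/2J. Without DBA/2J control replicate 1 the DBA/2J calls of Sec22c and H2ac20 were lost, at adjusted p of 0.0352 and 0.0498, and Rpl7 was not called in DBA/2J after quantile normalization, where its adjusted p ranged up to 0.0777 over the alternatives. Of the 628 probes called in C57BL/6J at 5 days, 606 (96.5%) had a difference of the same sign in DBA/2J, where the controls are separate arrays. The median size was 1.09 units in C57BL/6J and 0.65 units in DBA/2J. Choosing probes by their call in C57BL/6J favours large sizes there. The 31 probes called in DBA/2J had a median size of 1.38 units there and 1.22 units in C57BL/6J. Both strains called 24 probes, all in the same direction, against 0.422 for independent lists. The 2 tests share 1 estimate of the spread per probe, so the lists are not independent. Of the 407 probes that the paper assigns to this component and that were higher at 5 days in C57BL/6J, 355 were higher in DBA/2J, with medians of 1.30 and 1.09 units. Of its 316 lower probes, 286 were lower in DBA/2J, with medians of -0.80 and -0.65 units. The study grouped these probes by a course shared by the strains on the same arrays, so this is not independent evidence.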

The genes in PC1 change similarly in response to optic nerve crush in both C57BL/6J and DBA/2J mice. As shown in Figure 3, the expression level for genes in PC1 is approximately equal in control C57BL/6J mice as compared to the DBA/2J mice. For PC1 positive, the genes are downregulated 2-days after optic nerve crush and even further downregulated 5-days after nerve crush. A brief scan of this list of genes (See additional file 5: Genes of principal component 1 (PC1)) reveals that many genes, such as *Thy1 *and *Chrna6*, are genes associated with ganglion cell injury and death. 

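Several ganglion cell transcripts fell in the crushed C57BL/6J retina. Rbpms encodes an RNA-binding protein found in nearly all ganglion cells, Nrn1 the axonal protein neuritin, Thy1 a surface glycoprotein, Chrna6 a subunit of the nicotinic receptor and Htr1d a receptor for serotonin. In C57BL/6J Rbpms fell by 2.71 units at 5 days (standard error 0.27, adjusted p = 0.000305 from limma, n = 3 arrays per group), and after quantile normalization it fell by 1.67 on the log2 scale. Chrna6 fell by 1.80 units (standard error 0.24, adjusted p = 0.00227), from 10.24 ± 0.25 units (SD) to 8.44 ± 0.27, and Nrn1 fell by 2.20 units (standard error 0.32, adjusted p = 0.00339). These calls held without any single array. Thy1 went from 14.91 ± 0.44 to 12.36 ± 0.49 units, so that it fell by 2.55 units (standard error 0.44, adjusted p = 0.00953). Without C57BL/6J control replicate 1, control replicate 2 or 5 days replicate 2 its call was lost, at an adjusted p of up to 0.0498. Htr1d fell by 1.11 units (adjusted p = 0.0142), a call lost without any single array of the 2 groups, at up to 0.0686. Of 21 ganglion cell genes these 5 fell and 0 rose (8 lower when adjusted over the list alone), and without the 3 arrays named for Thy1 there were 3, and over the 16 arrays 6 fell. As a group the genes were lower in C57BL/6J at 2 days (adjusted p = 0.00906 with camera; adjusted p = 0.325 with an estimated correlation) and at 5 days (adjusted p = 1.75e-05 with camera; adjusted p = 0.195 with an estimated correlation). In DBA/2J at 5 days Chrna6 differed by -1.38 units (adjusted p = 0.0388) and Thy1 by -1.95 units (adjusted p = 0.0823). Limma called 0 of the 21 there and SAM 0, while 10 were lower at an unadjusted p under 0.05 and 5 when adjusted over the list alone. The group was lower in DBA/2J at 5 days too (adjusted p = 0.000467 with camera; adjusted p = 0.233 with an estimated correlation), and no gene was called for a difference between the strains.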

To provide an alternative method of determining the cell types represented in PC1 positive, we examined the labeling patterns of the GENSAT project web site [38]. GENSAT describes a series of mouse strains that label sets of cells within the mouse brain that express trans-genes under labels of gene-specific promoter constructs. Of the 407 genes in PC1 positive, 28 were found in GENSAT, with 24 genes labeling neurons in the brain and 5 (*Npc1, Pax6, Chrnb3, Htr1d*, and *Chrna6*) specifically labeling axons in the optic tract. These data indicate that PC1 positive represents genes that are involved in the generalized decrease in neuronal markers, specifically ganglion cells, in response to optic nerve crush.

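Calb2 encodes calretinin and Pax6 a transcription factor, and amacrine and ganglion cells make both. Chrnb3 encodes a nicotinic receptor subunit and Npc1 a protein that moves cholesterol out of lysosomes. Opn1mw encodes the cone opsin for middle wavelengths. Calb2 fell by 2.23 units in C57BL/6J at 5 days (standard error 0.22, adjusted p = 0.000268 from limma, n = 3 arrays per group) and Pax6 fell by 1.80 units (standard error 0.26, adjusted p = 0.00339), and both calls held without any single array. Another probe of Pax6 had a difference of 0.50 units and was not called. Chrnb3 differed by -1.63 units at its brightest probe, which was called over the 16 arrays but not over the 18 (adjusted p = 0.0312), and fell at a second probe, by -1.52 units. Npc1 differed by -1.02 units (adjusted p = 0.147) and was not called. Of 12 amacrine cell genes Calb2 and Pax6 fell in C57BL/6J at 5 days (1 higher and 3 lower when adjusted over the list alone). Of 20 photoreceptor genes 1 fell, Opn1mw by -1.89 units (adjusted p = 0.0294), a call lost without any single array of the 2 groups, at up to 0.115 (2 higher and 6 lower when adjusted over the list alone). Of 7 bipolar cell genes limma called 0, with 1 higher and 2 lower at an unadjusted p under 0.05, SAM called 1, and 2 were lower when adjusted over the list alone. Of 4 horizontal cell genes limma called 0, with 1 higher at an unadjusted p under 0.05, and SAM called 0. None of these 4 lists was called as a group in C57BL/6J at 5 days, at adjusted p of 0.739, 0.309, 0.966 and 0.355 with camera. Of the 44 probes of the paper's non-astrocyte signature 13 fell and 1 rose in C57BL/6J at 5 days, the latter in Crym, and 1 fell in DBA/2J.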

PC1 negative is also composed of genes with approximately equal expression in control C57BL/6J and DBA/2J mice. However, both sets of genes are upregulated 2-days after optic nerve crush and upregulated even further at 5-days after crush (Figure 3). Genes in this group are associated not only with reactive gliosis, but with neuronal genes in an attempt at abortive regeneration (See additional file 5: Genes of principal component 1 (PC1)). 

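Several genes that glia switch on after injury rose in C57BL/6J at 5 days. Osmr encodes the receptor subunit for oncostatin M, Stat3 the transcription factor that such cytokine receptors activate in astrocytes and Müller glia, and Fgf2 a growth factor that protects photoreceptors. Osmr rose by 2.13 units in C57BL/6J at 5 days (standard error 0.39, adjusted p = 0.012 from limma, n = 3 arrays per group) and Fgf2 rose by 0.52 units (adjusted p = 0.0267). With any single array of the 2 groups left out, the adjusted p reached 0.0491 for Osmr and 0.0949 for Fgf2, and Fgf2 was not called over the 16 arrays. Of 18 genes of reactive gliosis 4 rose in C57BL/6J at 5 days, Edn2, Osmr, Stat3 and Fgf2 (6 when adjusted over the list alone). There were 1, 1 and 2 without C57BL/6J control replicates 1, 2 and 3, 1, 2 and 1 without 5 days replicates 1, 2 and 3, and 2 over the 16 arrays. In DBA/2J 1 rose, Edn2, which photoreceptors make (9 when adjusted over the list alone), and 2 without DBA/2J 5 days replicate 2. Taken together the gliosis genes were higher at 5 days in C57BL/6J (adjusted p = 5.56e-05 with camera; adjusted p = 0.355 with an estimated correlation) and in DBA/2J (adjusted p = 3.43e-12; adjusted p = 0.233 with an estimated correlation). The 5-day arrays of DBA/2J stood far apart on the gliosis genes, whose mean was 9.50 ± 1.08 units (SD, n = 3 arrays) there and 9.05 ± 0.04 in C57BL/6J. Of 11 genes that mark Müller glia at rest limma called 0 in C57BL/6J at 5 days, with 2 higher and 1 lower at an unadjusted p under 0.05, SAM called 1, and as a group they were not called (adjusted p = 0.355 with camera).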

Glial fibrillary acidic protein (*Gfap*), the hallmark for reactive gliosis, is found in this group. Many of the genes in this list are also markers for astrocytes. These include *Gfap*, the penultimate astrocytic cytoskeletal marker, and *Sox11 *a known astrocyte transcription factor.

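Sox11 encodes a transcription factor of immature neurons and glia that is switched on again in adult ganglion cells after their axons are damaged. In C57BL/6J Sox11 stood at 8.22 units in the controls, 10.27 at 2 days and 10.79 at 5 days, and rose by 2.57 units at 5 days (standard error 0.32, adjusted p = 0.00121 from limma, n = 3 arrays per group), a call that held without any single array and under every alternative tried. Another of its probes, the one in the paper's list for its first component, rose by 2.28 units. At 2 days the difference of Sox11 was 2.05 units in C57BL/6J (adjusted p = 0.045) and 1.46 units in DBA/2J, neither of them called, though the former was over the 16 arrays. In DBA/2J it stood at 8.69, 10.15 and 10.37 units, and the difference at 5 days of 1.69 units was not called (adjusted p = 0.0493, and 0.022 to 0.0669 over the alternatives), and it too was called over the 16 arrays. Whether Sox11 changed more in one strain was not called (adjusted p = 0.999 for the difference between strains at 5 days).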

To further evaluate astrocytes marker genes, we examined our data from cultured astrocytes from C57BL/6J and DBA/2J mice. In one analysis, we identified genes that were enriched in astrocytes as compared to the normal retina. Of the 36 astrocyte signature genes in our dataset of 1,580 probes, 27 are present within PC1 negative, indicating that PC1 negative contains an astrocyte signature. 

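The astrocyte signature genes include Gfap, which encodes the intermediate filament of astrocytes, Osmr, which encodes a cytokine receptor subunit, and Pbxip1, and they also include Mpeg1, Laptm5, Ly86, C1qb, C1qc and Tyrobp of the fixed list of microglia, macrophage and complement genes and Ifitm3 and Bst2 of that of the interferon response. Of the 36 signature probes 34 had a higher level in C57BL/6J at 5 days than in the controls, with a median difference of 1.96 units, and 15 were called higher by limma and 0 lower. In DBA/2J at 5 days 34 were higher, with a median of 1.23 units and 1 call, Pbxip1. At 2 days 29 were higher in C57BL/6J and 33 in DBA/2J. Limma called 0 in each strain at 2 days, SAM called 0, and 6 and 15 were higher at an unadjusted p under 0.05. SAM called 31 in C57BL/6J at 5 days and 3 in DBA/2J. Of the 36 probes 27 lay in the list that the paper gives for its first component, all of them higher in C57BL/6J at 5 days. Of the 6 signature genes that were also in the fixed list of microglia, macrophage and complement genes 5 rose in C57BL/6J at 5 days, and of the 5 signature probes of interferon response genes 2 rose. The signature genes were selected by the study on these retinas, so their rise is not independent evidence.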

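Some of the genes that neurons switch on when their axons are cut rose at 5 days. Gal encodes galanin, Ecel1 a membrane protease made by damaged neurons, Atf3 a stress transcription factor of axotomized neurons and Gap43 a protein of the growth cone. Ecel1 rose by 3.19 units in C57BL/6J at 5 days (standard error 0.46, adjusted p = 0.00338 from limma, n = 3 arrays per group), and Gal rose by 3.43 units (standard error 0.42, adjusted p = 0.00121), 1.88 on the log2 scale after quantile normalization. These calls held without any single array. Gap43 rose by 1.27 units in C57BL/6J (standard error 0.25, adjusted p = 0.017) and by 1.57 units in DBA/2J (standard error 0.25, adjusted p = 0.0235), from 11.84 to 13.11 and from 11.80 to 13.38 units. Without control replicate 1 or 2 or 5 days replicate 1 or 2 of its strain, and in DBA/2J also without 5 days replicate 3 and over the 16 arrays, the call of Gap43 was lost, at an adjusted p of up to 0.079 in C57BL/6J and 0.136 in DBA/2J. Atf3 rose by 2.20 units in C57BL/6J (adjusted p = 0.0183), and with any single array of the 2 groups left out its adjusted p reached 0.0725. Of 16 regeneration-associated genes 5 rose in C57BL/6J at 5 days, Gal, Ecel1, Sox11, Atf3 and Gap43, and 0 fell (6 higher when adjusted over the list alone). There were 3 without C57BL/6J control replicate 1, control replicate 2 or 5 days replicate 1. In DBA/2J Gal and Gap43 rose (4 when adjusted over the list alone), and Gal alone without DBA/2J control replicate 1 or 2 or any of the 5-day replicates. Taken together the regeneration genes were higher at 5 days in C57BL/6J (adjusted p = 1.76e-06 with camera; adjusted p = 0.325 with an estimated correlation) and in DBA/2J (adjusted p = 4.23e-07; adjusted p = 0.325 with an estimated correlation). At 2 days the group was higher in C57BL/6J (adjusted p = 0.0127; adjusted p = 0.528 with an estimated correlation) and in DBA/2J (adjusted p = 0.000101; adjusted p = 0.365 with an estimated correlation), and over the 16 arrays Sox11 alone was called at 2 days, in C57BL/6J.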

We also observed genes involved in abortive regeneration, among them growing axon protein 43 (*Gap43*). In examining the labeling patterns on GENSAT, 21 of the 314 genes in PC1 negative were found. 

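Stat3 carries signals from receptors of cytokines such as interleukin-6 to the nucleus, Ank2 encodes the scaffold protein ankyrin 2, Vcam1 an adhesion molecule for leukocytes, Rax a transcription factor of the eye field and of Müller glia, and Snap91 a protein that recycles synaptic vesicles. Stat3 rose by 2.29 units in C57BL/6J at 5 days (standard error 0.47, adjusted p = 0.0219 from limma, n = 3 arrays per group), from 11.09 to 13.38 units. Without C57BL/6J control replicate 1 or 2 or any single 5-day replicate the call of Stat3 was lost, at an adjusted p of up to 0.0999, and over the 16 arrays it was 0.0352, with a range of 0.0127 to 0.0303 over the other alternatives. In DBA/2J Stat3 was 2.58 units higher at 5 days, which was not called (adjusted p = 0.0464). The Rax probe that the paper assigns to its first component rose by 1.47 units in C57BL/6J at 5 days. The Ank2 and Snap91 probes assigned to it were 2.35 and 1.08 units higher in C57BL/6J at 5 days and not called by limma, and SAM called both in DBA/2J. Vcam1 was 1.10 units higher in C57BL/6J (adjusted p = 0.112) and 1.12 units higher in DBA/2J (adjusted p = 0.202), neither called by limma, while SAM called it in C57BL/6J.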

Four of the PC1 negative genes (*Gfap, Stat3, Ank2*, and *Vcam1*) labeled glial cells and two of the genes (*Rax *and *Snap91*) labeled axons in the optic nerve. The changes observed in PC1 are common to CNS injury and are associated with the experimental condition of axonal injury caused by optic nerve crush. This represents the most variance in the microarray dataset and, as expected, it is due to the experimental condition. 

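Some genes of microglia and macrophages and some that interferon induces rose at 5 days in C57BL/6J. Mpeg1 encodes a pore-forming protein of macrophages, Laptm5 a lysosomal protein of haematopoietic cells and Ly86 a partner of a receptor for bacterial products. C1qb and C1qc encode chains of the first complement component, which tags synapses and dying cells. Ifit3 and Ifitm3 encode antiviral proteins that interferon induces. Mpeg1 rose by 3.06 units in C57BL/6J at 5 days (standard error 0.43, adjusted p = 0.00301 from limma, n = 3 arrays per group), Laptm5 rose by 2.49 units (standard error 0.33, adjusted p = 0.00227) and Ly86 rose by 2.09 units (standard error 0.30, adjusted p = 0.00315), and the calls held without any single array. Of 19 genes of microglia, macrophages and complement 6 rose in C57BL/6J at 5 days and 0 fell (11 higher when adjusted over the list alone), and there were 3 without C57BL/6J control replicate 1. Ifit3 rose at a pair of its 3 probes, the stronger by 3.21 units (adjusted p = 0.00269), and was 2.82 units higher at the other (adjusted p = 0.101). Ifitm3 rose by 3.58 units (adjusted p = 0.0144), a call lost without any single array of the 2 groups, at up to 0.0522. Of 21 interferon response genes 5 rose in C57BL/6J at 5 days, Ifitm3, Irf9, Isg15, Oasl2 and Usp18 (11 when adjusted over the list alone). There were 0 without any single C57BL/6J control array, 0 without 5 days replicate 1, 3 without 5 days replicate 2, 2 without 5 days replicate 3 and 6 over the 16 arrays. In DBA/2J at 5 days limma called 0 genes of either list and SAM 0. At an unadjusted p under 0.05 there were 13 microglia and 8 interferon genes higher, and adjusted over the list alone 8 and 3. As groups the microglia genes were higher at 5 days in C57BL/6J (adjusted p = 9.36e-13 with camera; adjusted p = 0.325 with an estimated correlation) and in DBA/2J (adjusted p = 3.44e-12; adjusted p = 0.325 with an estimated correlation), and the interferon genes in C57BL/6J (adjusted p = 2.04e-09; adjusted p = 0.325 with an estimated correlation) and in DBA/2J (adjusted p = 8.2e-07; adjusted p = 0.365 with an estimated correlation). No gene of either list was called for a difference between the strains.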

When these results are compared to other microarray studies that examined the effects of injury in the retina, there is a surprisingly similar list of genes. These are injury response elements, many of which are found in the retina after a variety of insults: ischemia [16], elevated IOP [8], photocoagulation [17], photo-oxidative stress [18], or direct retinal injury [7].

A recent publication [39] demonstrated the importance of the mTOR pathway, not only in regulating axonal regeneration in the optic nerve, but also the survival of retinal ganglion cells. A functional knockout of *Pten*, the negative regulator of mTOR, promoted axon regeneration and the survival of RGCs after optic nerve injury [39]. In our dataset, we observed various changes in 25 genes within the PTEN/mTOR pathways. Furthermore, PTEN itself is significantly upregulated and is in PC1 negative. These findings clearly show that some of the molecular changes associated with the abortive regenerative response of the PTEN/mTOR pathways are associated with the changes we observed in our study. 

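The mTOR pathway joins signals from growth factor receptors to protein synthesis. Igf1r encodes the receptor for insulin-like growth factor 1, Pdpk1 the kinase that activates Akt, Rictor the defining subunit of mTOR complex 2, and Mtor the kinase itself. Of 28 mTOR pathway genes on the arrays limma called 0 in C57BL/6J at 5 days, with 4 higher and 2 lower at an unadjusted p under 0.05 and 3 called higher by SAM, and 0 were called when adjusted over the list alone. The differences in C57BL/6J at 5 days were 1.67 units for Igf1r (standard error 0.62, adjusted p = 0.155 from limma, n = 3 arrays per group), 0.95 units for Mtor (adjusted p = 0.175), -0.95 units for Pdpk1 (adjusted p = 0.135) and -0.73 units for Rictor (adjusted p = 0.0894). In DBA/2J at 5 days limma called 0, with 3 higher and 1 lower at an unadjusted p under 0.05, and SAM called 0. As a group the pathway genes were not called at 5 days in C57BL/6J (adjusted p = 0.464 with camera) or in DBA/2J (adjusted p = 0.747 with camera).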

The presence of 14 of these genes in PC1 positive indicates that they have a generalized function in the abortive response of RGCs. Future studies will focus on the importance of this pathway following injury to the optic nerve.

The next principal component (PC2) appears to group genes having different levels of expression in the two strains of mice. PC2 contains 496 genes, which represents 23% of the variance in the dataset (See additional file 6: Genes of principal component 2 (PC2)). The most obvious difference is the level of gene expression between the C57BL/6J control group and the DBA/2J control group (Figure 3). In PC2 positive (223 probes), the expression level in C57BL/6J mice is low, while the DBA/2J mice have high levels of expression. Furthermore, the pattern of expression after optic nerve crush in the DBA/2J mouse is virtually a mirror image of the C57BL/6J, with expression decreasing 2-days after crush in the DBA/2J mice and increasing at 2-days after crush in the C57BL/6J mice. 

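Genes that part the strains in the controls, such as Glo1, Alad and Gpnmb, moved towards each other at 2 days when group means were taken. Of the probes of the second component, the 208 that were higher in the DBA/2J controls averaged 8.80, 9.31 and 9.12 units in C57BL/6J at control, 2 days and 5 days, and 10.06, 9.77 and 10.32 units in DBA/2J. The 288 that were lower averaged 10.23, 9.74 and 10.37 units in C57BL/6J and 8.50, 9.15 and 8.67 units in DBA/2J. Each 2-day mean rests on 1 array that differed from the others. At 258 probes that parted the control arrays by more than 1 unit, a position of -1 was set for the C57BL/6J controls and 1 for the DBA/2J controls. The array labelled C57BL/6J 2 days replicate 3 lay at 0.825, with 5.04% of the probes nearer to the C57BL/6J controls, and the array labelled DBA/2J 2 days replicate 1 lay at -0.926, with 6.59% nearer to the DBA/2J controls. The 10 other crush arrays lay 0.849 to 1.03 of the way towards their own strain. Glo1, Alad and Gpnmb, which were not chosen on these data, read 17.75, 14.64 and 7.58 units on the first of these arrays and 16.31, 12.74 and 9.42 units on the other, where the control means were 15.73, 12.47 and 9.09 units in C57BL/6J and 17.59, 14.78 and 7.45 units in DBA/2J. Without both arrays the 2-day means of the 208 probes were 8.91 units in C57BL/6J and 10.12 units in DBA/2J, and those of the 288 probes 10.26 and 8.60 units.

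**Figure D1:**
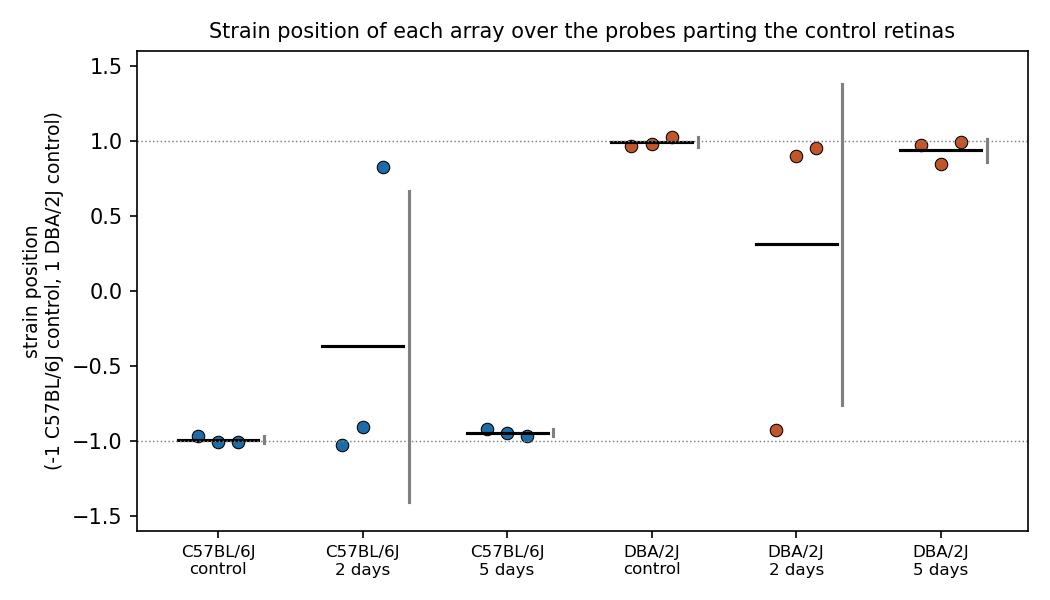
Strain position of each array (vertical axis, from -1 at the C57BL/6J controls to 1 at the DBA/2J controls, median over 258 probes) by group (horizontal axis), with points for arrays, black lines for group means and grey bars for the SD. At 2 days 1 C57BL/6J array lies at 0.825 and 1 DBA/2J array at -0.926.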

The PC2 negative (270 probes) is almost the reverse of the PC2 positive component, with the expression level in C57BL/6J mice being high and the expression level in DBA/2J mice being low. To investigate further, we rank-ordered the fold change between the C57BL/6J and DBA/2J control retinas. 

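The genes of the second component include Casp9, which encodes a protease that starts apoptosis, and Slc7a14, which encodes a transporter of photoreceptors. All probes were ranked by the size of the difference between the DBA/2J and C57BL/6J control means, and the top 5% held 2305 probes. Of the 496 probes of the second component 409 (82.5%) were among them, and 411 after quantile normalization. These probes had been selected by the study on the same arrays, so their place in the ranking is not independent evidence. Casp9 differed by -3.34 units (standard error 0.83, n = 3 arrays per group), from 10.32 ± 0.08 units (SD) in C57BL/6J to 6.98 ± 0.08 in DBA/2J, at 1 probe, while its 3 other probes differed by -0.69, 0.21 and 0.26 units. Slc7a14 differed by 2.69 units (standard error 0.93 from the same fit), from 7.39 ± 0.23 to 10.08 ± 0.99, and by 0.32 units at its other probe.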

Among the genes in PC2 in this ranked list, 407 (82%) of the 496 probes were in the top 5% of the most variable genes in the dataset. The most parsimonious explanation is that the genes in PC2 are differentially expressed in the C57BL/J and DBA/2J retinas and are not differentially affected by optic nerve crush.

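Casp9 and Slc7a14 stand for the genes of the second component, which were tested here for a change with the crush. Of its 496 probes limma called 1 between the control groups, 0 at 2 days in either strain, 7 at 5 days in C57BL/6J, against 628 of all 46116 probes, and 2 at 5 days in DBA/2J. At an unadjusted p under 0.05 the numbers at 5 days were 89 higher and 16 lower in C57BL/6J and 89 higher and 6 lower in DBA/2J. At 2 days 37 were higher and 24 lower in C57BL/6J at an unadjusted p under 0.05, and 48 were higher and 31 lower in DBA/2J, while SAM called 1 in C57BL/6J and 0 in DBA/2J. For a change that differed between the strains limma called 0 at 2 days, with 53 higher and 54 lower at an unadjusted p under 0.05, and 0 at 5 days, with 9 and 9. The 2-day numbers include the 2 arrays that lay near the other strain. Without those arrays the 208 probes higher in the DBA/2J controls averaged 8.91 units at 2 days in C57BL/6J and 10.12 in DBA/2J. Their control means were 8.80 and 10.06 units. SAM called 128 of the 496 probes higher and 251 lower in the DBA/2J controls, 57 higher and 11 lower at 5 days in C57BL/6J and 21 higher at 5 days in DBA/2J. Without the 2 arrays that lay near the other strain limma called 298 between the control groups, 26 at 5 days in C57BL/6J and 4 in DBA/2J, and 0 at 2 days in either strain. On the control arrays alone it called 258. Casp9 was among those called over the 16 arrays (adjusted p = 2.3e-07, against 0.194 over the 18 arrays and a range of 3.93e-05 to 0.194 over the other alternatives).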

To test the hypothesis that PC2 represents genes that differ between the two strains, we examined the Hamilton Eye Institute Mouse Eye Database (HEIMED) on GeneNetwork [20] to determine whether any of the genes in PC2 had a significant quantitative trait locus (QTL) or were part of a gene network within the eye. Most of the genes had strong cis-QTLs and were not part of an overall genetic network. The large cis-QTL found in GeneNetwork also points to the fact that these are genes with differences in expression in C57BL/6J and DBA/2J mice, the parental strains of the BXD RI strain set. The gene network analysis and expression patterns led us to the same conclusion.

This being the case, one would predict that these differences are present in different tissues from these two strains. Thus, we examined the microarray databases generated from C57BL/6J and DBA/2J cultured astrocytes. A surprising number of genes are differentially expressed between the C57BL/6J and DBA/2J astrocytes and are also present in PC2. Of the 184 differentially expressed astrocyte genes found among the 1,580 genes of the Optic Nerve Crush dataset, 162 were in PC2. This indicates that the differential expression between the two strains is also in astrocytes as well as the retina. Furthermore, genes that are more highly expressed in DBA/2J astrocytes are highly expressed in the DBA/2J retina, while genes that are expressed at higher levels in C57BL/6J astrocytes are highly expressed in the C57BL/6J retina.

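Several strain differences of cultured astrocytes recurred in the retina. Stab2, which encodes a scavenger receptor for hyaluronan and was higher in DBA/2J astrocytes in the paper's list, and Pttg1, which encodes securin, and Psmb6, which encodes a proteasome subunit, both higher in C57BL/6J astrocytes, differed the same way between the control retinas. The retinal difference, DBA/2J less C57BL/6J, was 5.26 units for Stab2, -4.92 units for Pttg1 and -4.08 units for Psmb6 (n = 3 arrays per group). These genes were picked after their values were seen, and limma called them on the control arrays alone (adjusted p = 0.00163, 0.000809 and 0.0011) and not over the 18 arrays. Of 257 genes of the paper's astrocyte list with 1 probe on the arrays, 203 (79.0%) differed between the control retinas in the direction that the averages of that list give for astrocytes. The paper's own counts, 321 higher in C57BL/6J astrocytes and 613 in DBA/2J, are the reverse of those averages, and with the strains of the list exchanged the share would be 54 (21.0%). Of the 84 genes higher in DBA/2J astrocytes 54 were higher in the DBA/2J retina, and of the 173 higher in C57BL/6J astrocytes 149 were higher in the C57BL/6J retina. Of the 9924 other genes with 1 probe 52.9% were higher in DBA/2J. Among the 47 list genes that limma called over the 16 arrays the direction was shared by 46, and among the 38 called on the control arrays alone by 36. The same probes measured both tissues, so a sequence difference under a probe would show in both.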

If PC2 represents genes that are differentially expressed, one would predict that these genes would be expressed in a variety of different cell types which is in fact, the case. The genes in PC2 are found in all cell types within the CNS. A total of 30 genes were found in the GENSAT database. In PC2 positive, 3 genes (*Slc7a14, Cacng5*, and *Susp3*) were expressed in optic nerve axons and neurons. In PC2 negative, one gene (*Casp9*) was observed labeling axons in the optic nerve. In addition, neurons were labeled in the brain by 9 additional genes, including *Mtap1b, Lypd1, Cdon, D430039no5Rik, Dap3, Dcnq2, Rgs16, Tac2*, and *Tph2*. Both PC2 negative and positive contained glial genes; 2 (*Sf1 *and *H2-D1*) were in PC2 positive and 4 (*Dusp16, Fcer1g, Prom1*, and *Hdc*) were in PC2 negative. Thus, PC2 appears to represent genes that are differentially expressed in the C57BL/6J and DBA/2J retinas. These genes do not appear to be related to any specific cell type or function.

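The genes named for this component are made by several kinds of cell. H2-D1 encodes a class I molecule that presents antigen on most cells, Tph2 the enzyme that makes serotonin in neurons, Rgs16 a regulator of G proteins and Dusp16 a phosphatase of stress kinases. Of other genes Nos3 encodes the nitric oxide synthase of endothelium, Prdx2 a peroxidase of red cells and neurons and Sv2b a protein of synaptic vesicles. Between the controls limma called none of the genes that the paper names for this component over the 18 arrays. After the crush it called Cdon, higher by 0.84 units in C57BL/6J at 5 days (adjusted p = 0.0129, and up to 0.135 over the alternatives), a call that was lost without any single array of these groups. The difference between the controls was -2.85 units for Dusp16 (adjusted p = 0.218), -1.83 units for Rgs16 (adjusted p = 0.461), -0.97 units for Tph2 (adjusted p = 0.543) and 0.86 units for Lypd1 (adjusted p = 0.18). SAM called each of these 4 between the controls, and also Cacng5, Dap3, Fcer1g, Prom1, Tac2, Casp9, Slc7a14 and Hdc, but not Cdon, Sf1 or Map1b. Over the 16 arrays limma called there Dusp16, Tph2, Lypd1, Cacng5, Dap3, Casp9, Slc7a14 and Hdc. H2-D1 had a difference of 1.17 units at its brightest probe (adjusted p = 0.705) and 2.77 units at another, which was called over the 16 arrays. On the control arrays alone the called differences included 4.08 units for Nos3 (adjusted p = 2.28e-05, against 0.0942 over the 18 arrays), -4.63 units for Prdx2 (adjusted p = 2.71e-05, against 0.168) and -4.23 units for Sv2b (adjusted p = 0.000147), genes picked after their values were seen.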

The most intriguing functional components are within PC3, PC4 and PC5 (representing 33% of the variance in the dataset) (See additional file 7: Genes of principal component 3 through 5 (PC3-PC5)). These components represent interactions between the effects of optic nerve crush injury and the genetic background of the two mouse strains. 

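The genes that the paper assigns to PC3 negative include Eef2 and Eif5a, which encode factors of translation, Sv2a, which encodes a protein of synaptic vesicles, Atp6v0d1, which encodes a subunit of the proton pump of lysosomes, and Prmt7, which encodes an arginine methyltransferase. At the probes of this component Eef2 was 3.00 units higher in C57BL/6J at 5 days and 0.58 units higher in DBA/2J, Sv2a 2.92 and 0.46 units, Eif5a 2.67 and 0.63 units, and Atp6v0d1 2.30 and 0.50 units. None of these was called by limma. The brightest probes of 3 of the genes lay the other way in C57BL/6J at 5 days, by -1.03 units for Eef2, -0.56 units for Sv2a and -0.55 units for Atp6v0d1, also not called by limma, while that of Eif5a lay 0.86 units higher. For Prmt7 a pair of probes was called in opposite directions, the brightest at -0.82 units and a dimmer one, of this component, at 1.45 units (adjusted p = 0.0289, and 0.038 over the 16 arrays). Over the 64 probes of PC3 negative the mean was 8.33 ± 0.07 units (SD, n = 3 arrays) in C57BL/6J controls, 8.61 ± 1.17 at 2 days and 9.69 ± 0.36 at 5 days, and 8.73 ± 0.83, 9.49 ± 0.27 and 8.94 ± 0.57 units in DBA/2J. The median change at 5 days was 1.34 units in C57BL/6J and 0.25 units in DBA/2J, and the mean on DBA/2J control replicate 3, 9.69 units, stood apart from the 8.22 and 8.29 units of the other DBA/2J controls. The study grouped these probes by their course on the same arrays, so the difference between the strains is not independent evidence. In C57BL/6J at 5 days 6 of the 64 probes were called higher, with 48 at an unadjusted p under 0.05 and 52 by SAM, and in DBA/2J 0, with 0 at an unadjusted p under 0.05 and 0 by SAM. Over all 46116 probes limma called 0 for a change that differed between the strains at 2 days, with 1910 at an unadjusted p under 0.05, and 0 at 5 days, with 1951. Both unadjusted numbers lie below the 5% of probes, 2305, that chance alone would give. The count of called probes stayed at 0 under every alternative run with limma, and SAM was not run on these tests.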

If there is a signature for susceptibility or resistance to ganglion cell death, or if there is a signature of reactive gliosis, then it lies within these components. Accordingly, we used all of the bioinformatics tools at our disposal to identify a meaningful association between the genes within each component. First, to determine if there was a molecular signature of a specific cell type within any of the PCs, we searched cell-type-specific profiles in Cahoy et al. [40], who provided databases of genes enriched in astrocytes, neurons, and oligodendrocytes. We were not able to identify a signature for a specific cell type in our microarray datasets. We also used online databases NEI Bank [41], WebGestalt [37], GeneNetwork [29], and Gene Ontology [42] but were unable to identify clear functional associations of the genes within most of the PC3 to PC5 clusters. In two clusters, PC3 negative and PC5 negative, we were able to impart functional associations between the genes.

Our laboratory is one of the first to use the bioinformatics tools on GeneNetwork to explore the functional relationships between genes clustered in a microarray experiment [43,44]. The basic hypothesis is that common regulatory elements modulate genes to create similar changes, thereby driving them into the same PC. A similar approach was taken with the data in the current study. We loaded all of the data from the individual PCs into GeneNetwork and examined it to determine whether genomic loci could be identified that modulated the expression of a significant number of genes within a given PC. We used two databases, the BXD eye database (Eye M430v2, Sep08 RMA Database) and the BXD striatum database (HQF BXD Striatum ILM6.1, Nov07 RankInv Database), which was run with the same Illumina chip used in the present study.

Only PC3 negative was found to have a series of genomic loci modulating the expression of the genes and this was observed only in the striatum database. Of the 57 genes in PC3 negative, 43 were found to have common regulatory genomic loci (Figure 4). The genes and loci shown in Figure 4 may represent a genetic network that is activated by optic nerve crush. The bands seen in the QTL-heat map represent the likelihood ratio statistic (LRS) and provide a measure of the linkage between variation in the phenotype and genetic differences at a particular genetic locus [45]. As the color progresses from yellow to red or from green to blue, the LRS score increases. Some genes in PC3 negative (*Anapc5, Atp6v0d1, Aup1, Bat1a, Cdk10, Csda, Eef2, Map1lc3a, Nubp1, Prmt7, Ranbp3, Snrpa, Snrpn, Trafd1, Trpc4ap, Tspan3*, and *Wrnip1*) have a LRS to Chr 4 (Figure 4). Individually, the remaining genes do not have significant LRS scores; collectively, however, they form a pattern that reveals a modulatory genomic network (See additional file 8: Network map of PC3 negative along with candidate genes). This banding pattern (Figure 4) is a signature of loci modulating most of the genes in PC3 negative.

**Figure 4:**
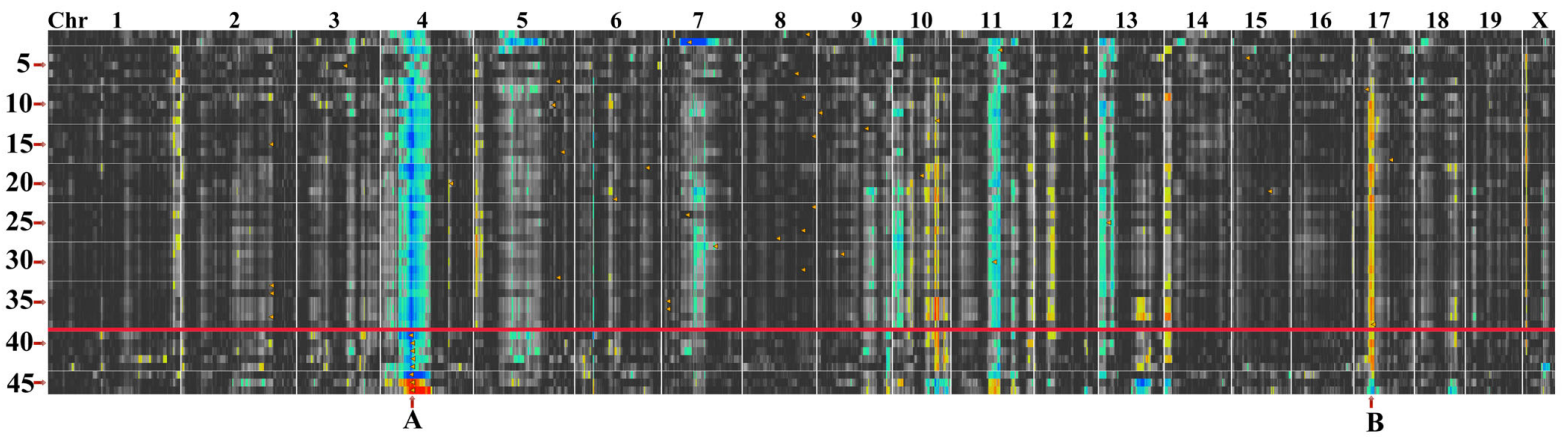
**Quantitative trait locus cluster map of PC3 negative**. The QTL cluster map for genes in PC3 negative shows potential regulatory genomic loci. Horizontal heat maps represent individual genes. There are 38 genes (those above the red line) in the PC3 negative network in this heat map; the numbers to the left denote the individual genes. The genes are represented in a genome-wide scan with the chromosomal locations at the top of the heat map ranging from Chr 1 on the left to Chr X on the right. The yellow, red, and blue bands denote the locations of genomic loci that modulate all of the genes in the network. Note that some bands are more prominent than others. The two most prominent bands are in Chr 4, 50-105 Mb (A) and Chr 17, 27-40 Mb (B). The network analysis can be taken one step further by identifying candidate genes within the loci, using advanced search tools on GeneNetwork. For the regulatory locus on Chr 4 (A) the genes are *Ltb4dh, Pole3, Rgs3, Tnc, Ugcg, and Fkbp15*. A candidate gene for Chr 17(B), *Bat1*, is from our PC3 negative group. Note that these candidate genes have a QTL structure (banding pattern) similar to that of genes within PC3 negative.

With GeneNetwork, we are able to examine the trans-bands in the PC3 negative QTL map to define candidate genes that may be upstream modulators of the network. We selected two bands for this analysis, Chr. 4 and Chr. 17. Using the advance search program on GeneNetwork, the loci were mined to identify genes within them that have significant QTLs (Cis-QTLs). Six candidate genes (*Ltb4dh, Pole3, Rgs3, Tnc, Ugcg*, and *Fkbp15*) with Cis-QTLs in Chr 4 50-105 MB were found. One candidate gene, *Bat1a*, (See additional file 9: Candidate genes for PC3 negative QTL) was identified for the band on Chr. 17 27-40 MB. On examination, *Bat1a *was found to be one of the genes within the PC3 negative gene cluster (Figure 4). Thus, it appears that PC3 negative forms a functional gene network with a yet unknown function. To find the function of the PC3 negative gene network, we ran the list of genes on WebGestalt and Gene Ontology. WebGestalt showed that 20 genes were involved in cellular metabolism, with 10 of the 20 (*Bat1a, Snrpa, Csda, Snrpb, Krr1, Wrnip1, Snrpn, Prmt7, Mtdh*, and *Atp6v0d1*) involved in nucleic acid metabolism and 9 of the 20 (*Anapc5, Cdk10, Uble1a, Eef2, Ptp4a2, Fbxl12, Map1lc3a, Prmt7*, and *Eif5a*) involved in cellular macromolecule metabolism. The gene ontology for the group found that 4 genes (*Map1lc3a, Uble1a, Anapc5*, and *Fbxl12*) had a biological process in the ubiquitin cycle and 20 other genes (*Cdk10, Clns1a, Cope, Coq5, Csda, Ergic3, Etfb, Gbas, Krr1, Map1lc3a, Mapk8ip3, Mdm1, Mtdh, Prmt7, Snrpb, Snrpn, Sv2a, Trpc4ap, Uble1a*, and *Wrnip*) had a cellular function relating to an intracellular membrane-bound organelle. Based on the biological function, the genes clustered in PC3 negative appear to be related to cellular remodeling.

One intriguing finding was the presence of crystallin genes in PC5 negative. Crystallin family members in C57BL/6J mice respond to optic nerve crush differently than do those in DBA/2J mice (Figure 5). This observation led us to reanalyze the entire crystallin family. 

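The crystallins are abundant structural proteins of the lens, and alpha-crystallins also act as chaperones in stressed cells. Cryaa and Cryab encode the alpha-crystallins, Cryba2 and Crybb2 are beta-crystallin genes, and the Cryg genes encode gamma-crystallins. Taken as the mean of 12 crystallin genes, the level in C57BL/6J was 13.4 ± 4.19 units (SD, n = 3 arrays) in the controls and 10.5 ± 2.73 at 2 days, a difference of -2.89 units (exact permutation test, two-sided, p = 0.5). In DBA/2J it was 7.97 ± 0.314 units in the controls and 11.2 ± 2.18 at 2 days, a difference of 3.25 units (exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). Without C57BL/6J control replicate 3 the difference in C57BL/6J was -0.53 units, and without the 2 arrays that lay near the other strain the differences were -4.30 and 4.37 units. Crybb2 had means of 16.80 and 12.82 units in C57BL/6J and 8.38 and 13.94 units in DBA/2J, Cryba2 16.26 and 11.88 units and 7.95 and 13.44 units, and Cryab 16.33 and 13.70 units and 12.61 and 13.98 units. Of the 12 genes limma called 0 at 2 days in each strain and SAM 0. At an unadjusted p under 0.05 there were 0 in C57BL/6J and 4 higher in DBA/2J, and 0 were called for a difference between the strains. As a group they were called lower in C57BL/6J at 2 days (adjusted p = 0.000109 with camera; adjusted p = 0.534 with an estimated correlation) and higher in DBA/2J (adjusted p = 1.76e-06; adjusted p = 0.485 with an estimated correlation). The former values assume a correlation of 0.01, while the mean pairwise r of the 12 genes within groups was 0.921, so they are too small. The study picked these genes on the same arrays, so the group result is not independent evidence.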

We found that many of the crystallin family members have a similar pattern of expression, being downregulated in the C57BL/6J retina and upregulated in the DBA/2J retina at 2-days after optic nerve crush. The members of the crystallin family with this pattern of expression include *Cryaa, Cryab, Cryba1, Cryba2, Cryba4, Crybb1, Crybb2, Crybb3, Crygb, Crygc, Crygd*, and *Crygs *(Figure 5). Thus, it appears that a selective group of crystallins is differentially affected by optic nerve crush in the two strains of mice. 

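Crystallin levels differed widely between retinas of some groups and little in others. The mean of the 12 genes read 10.1, 12.0 and 18.1 units on the 3 C57BL/6J control arrays and 8.98, 13.3 and 11.4 units on the 3 DBA/2J arrays at 2 days, but 8.14, 7.61 and 8.16 units on the 3 DBA/2J control arrays. The SD was 2.73 units in C57BL/6J at 2 days, and at 5 days 1.16 units in C57BL/6J and 1.25 units in DBA/2J. Genes of the lens that are not crystallins went along. Mip encodes the water channel of lens fibres and Grifin a lens galectin, and on C57BL/6J control replicate 3 Mip stood at 17.2 units and Grifin at 13.2 units, while Mip stayed at or under 10.7 units on every other array. Over the 18 arrays the mean of 13 such lens genes rose with the crystallin mean (Pearson's r = 0.904, permutation p = 1e-05, the smallest that 100000 permutations can give, and Spearman's rho = 0.713, permutation p = 0.00128). Within groups, as deviations from the group means, r was 0.890 and rho 0.851 (permutation p = 3e-05). Without the arrays farthest from the median, C57BL/6J control replicate 3 and DBA/2J 2 days replicate 2, r was 0.792 over the arrays, and without C57BL/6J control replicates 1 and 3, the farthest of the deviations, it was 0.802 within groups. Of the 13 lens genes limma called 0 in every comparison. As a group they were lower in the DBA/2J controls than in those of C57BL/6J (adjusted p = 9.65e-05 with camera; adjusted p = 0.403 with an estimated correlation) and lower in C57BL/6J at 2 days (adjusted p = 0.00507; adjusted p = 0.528 with an estimated correlation) and at 5 days (adjusted p = 0.0118; adjusted p = 0.534 with an estimated correlation). From the opposite course of the crystallins in the strains after the crush, the paper proposes that a selective group of crystallins is affected differently by the injury in C57BL/6J and DBA/2J.

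**Figure D2:**
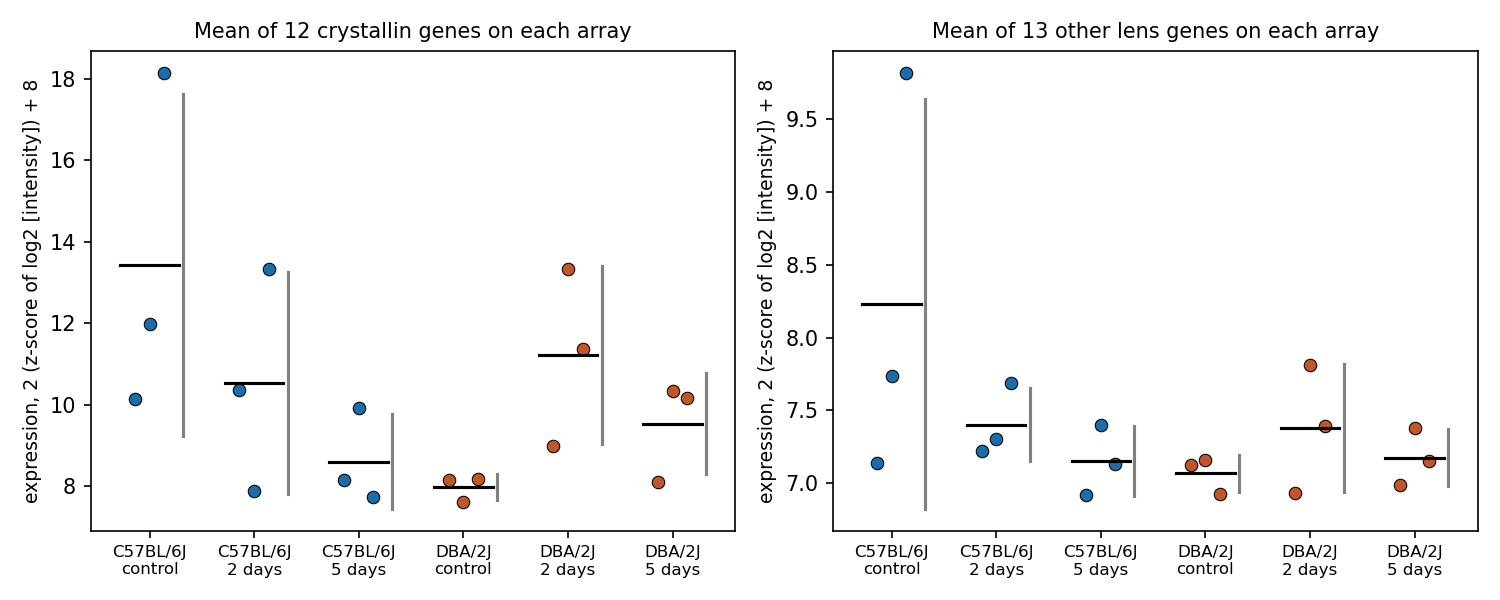
Mean level on each array (vertical axis, units of the authors' scale) of 12 crystallin genes (left) and of 13 other lens genes (right) by group (horizontal axis), with points for arrays, black lines for group means and grey bars for the SD. C57BL/6J control replicate 3 is the highest array in both panels, at 18.1 and 9.82 units.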

If we examine the HEI retina database for the genes that are differentially modulated by optic nerve crush (see Figure 5), it is very clear that the expression of this group of crystallins is highly correlated across the strains in the BXD RI strain set (Figure 6). This is a strong indicator that this subset of crystallin genes form a genetic network within the normal retina and the differences we observed in the parental strains (C57BL/6J and DBA/2J) are the basis for the network observed in the BXD retinas. One could argue that this is due to lens contamination or an oddity of the retina; however, this is not the case. If we examine the BXD hippocampus dataset in GeneNetwork, then we can see a similar highly correlated network (Table 1). This would exclude the possibility of contamination by the lens, for it is not present within the brain. Furthermore, the crystallin network does not appear to be specific to the BXD RI strain set. A similar crystallin network is also observed in the LXS RI hippocampus (Table 1). Thus, the crystallin network is found in the hippocampus of two different RI strain sets, the BXD and the LXS. The crystallin network is not an artifact of the microarray platform being used. In the BXD retina dataset we used the Illumina Sentrix Mouse 6 version 2.0 array, in the BXD hippocampus dataset we used the Affymetrix Mouse Expression 430 v2.0 array, and in the LXS hippocampus we used the Illumina Sentrix Mouse 6 version 1.0 array. This indicates that crystallin network is found using very different microarray platforms and is not due to an inherent complication that is platform specific. Finally, this crystallin network is not generalized to all CNS structures. If we examine the BXD cerebellum dataset or the BXD striatum dataset in GeneNetwork, there is no correlation between these crystallin family members.

**Table 1:** Crystallin gene correlation across strains and tissues

**Gene Symbol**	**Gene Name**	**Tissue and Database**		
		**BXD: Retina**	**BXD: Hippocampus**	**LXS: Hippocampus**

Cryaa	crystallin, alpha A	0.981	0.940	0.868

Cryba1	crystallin, beta A1	0.998	0.973	0.974

Cryba2	crystallin, beta A2	0.999	0.627	0.988

Cryba4	crystallin, beta A4	0.988	0.844	0.963

Crybb1	crystallin, beta B1	0.953	-	0.579

Crybb2	crystallin, beta B2	0.997	0.899	0.976

Crybb3	crystallin, beta B3	0.952	0.682	0.927

Crygb	crystallin, gamma B	0.882	0.913	0.988

Crygc	crystallin, gamma C	0.888	0.948	0.960

Crygd	crystallin, gamma D	0.858	0.828	0.980

Crygs	crystallin, gamma S	1.000	1.000	1.000

The table contains the crystallin genes, which showed the expression pattern due to injury seen in Figure 5. The values represent the correlation values in our HEI Retina Database for the BXD RI strain set. The correlation values are also shown for Hippocampus tissues in the BXD RI strain set as well as the LXS mouse cross. This demonstrates that the crystallin gene correlation is not limited to the retina or the BXD. Correlation values are related to the probe or probe set for Crygs.

**Figure 5:**
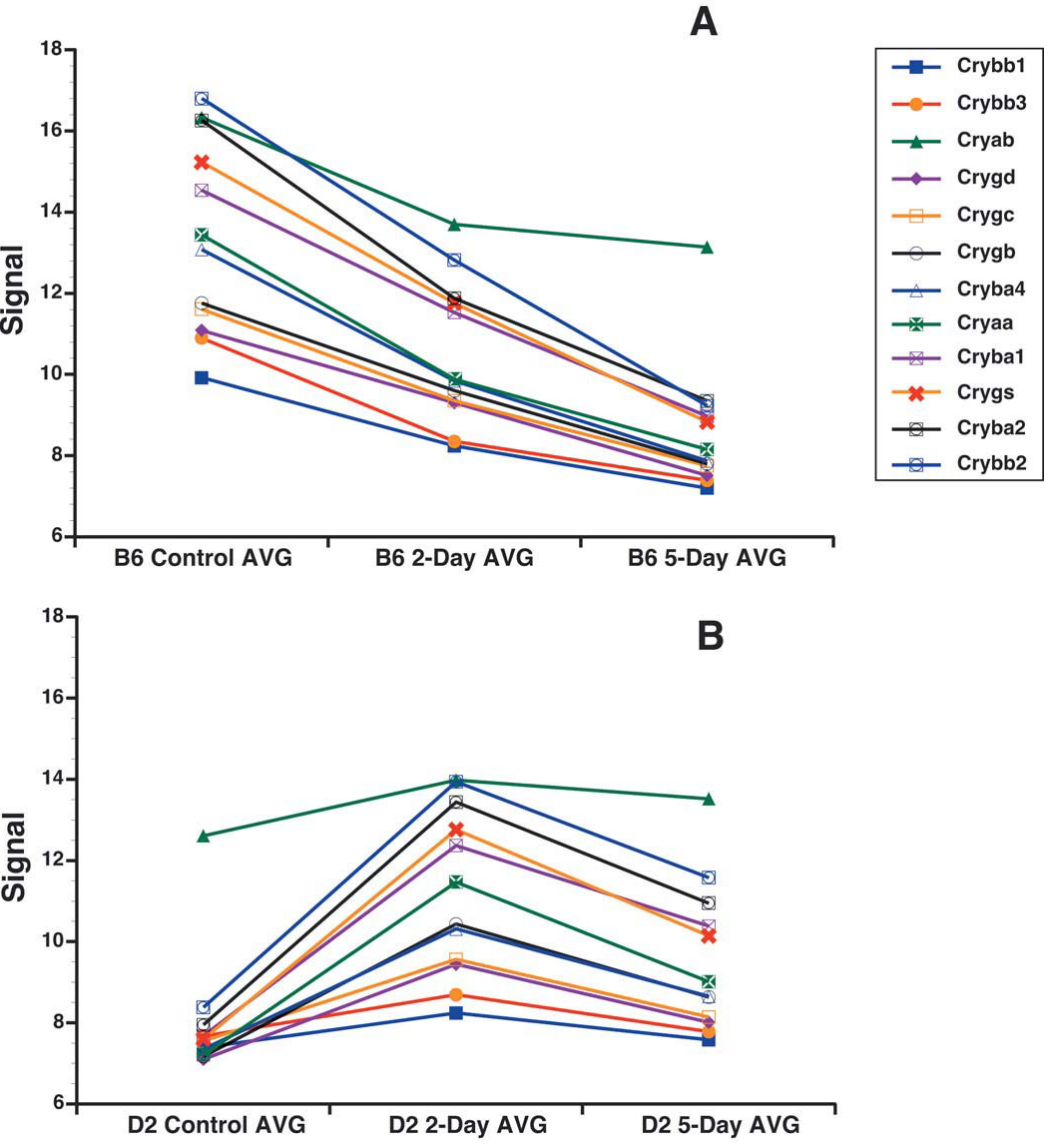
**Graph of crystallin genes comparison between the strains and experimental conditions**. The relative fold changes in selected crystallin mRNA for the C57BL/6J (B6) strain (A) and DBA/2J (D2) strain (B) are illustrated. To the far right is a legend identifying the specific crystallin family members. The members of the crystallin family with this pattern of expression include and significant changes are Cryaa, Cryab, Cryba1, Cryba2, Cryba4, Crybb1, Crybb2, Crybb3, Crygb, Crygc, Crygd, and Crygs. This was not the case with all the crystallin genes. Notice that in general the crystallins are more highly expressed in the normal C57BL/6J retina than in the normal DBA/2J retina. After injury, the expression level of the crystallins decrease in the C57BL/6J while in the DBA/2J retina the levels increase. Signal is expressed as a 2 (z-score of log2 [intensity]) + 8.

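Before injury each of the 12 crystallin genes had a higher mean in C57BL/6J than in DBA/2J, with Crybb2, Cryba2 and Crygs the farthest apart. The mean of the 12 genes differed between the controls by -5.44 units, DBA/2J less C57BL/6J (exact permutation test, two-sided, p = 0.1, the smallest that 3 arrays against 3 allow), and by -3.08 units without C57BL/6J control replicate 3. At 5 days the mean was 8.60 ± 1.16 units (SD, n = 3 arrays) in C57BL/6J, a difference of -4.81 units from the controls (exact permutation test, p = 0.1), and of -2.45 units without C57BL/6J control replicate 3. In DBA/2J it was 9.53 ± 1.25 units at 5 days, a difference of 1.56 units (exact permutation test, p = 0.3). Cryba2 had 5-day means of 9.35 units in C57BL/6J and 10.95 units in DBA/2J, and Crybb2 9.23 and 11.58 units. Every scaling of the data kept the sign of these differences, which after quantile normalization were -3.02 between the controls, -2.68 in C57BL/6J and 0.85 in DBA/2J on the log2 scale. Limma called 0 of the 12 genes between the controls and 0 at 5 days in either strain. At an unadjusted p under 0.05 all 12 were lower in DBA/2J controls and all 12 lower in C57BL/6J at 5 days, 12 and 7 were lower when adjusted over the list alone, and SAM called 6 between the controls. As a group they were lower in the DBA/2J controls (adjusted p = 2.04e-13 with camera, and 0.325 with an estimated correlation) and in C57BL/6J at 5 days (adjusted p = 0.000101 with camera, and 0.534 with an estimated correlation). The 12 genes were not called as a group in DBA/2J at 5 days (adjusted p = 0.031 with camera), though higher there over the 16 arrays (adjusted p = 0.0174 with camera). Camera's preset correlation of 0.01 lies far below their mean pairwise r within groups, 0.921, so its preset p-values are too small for them. With an estimated correlation camera called 0 list tests over the 16 arrays, the lowest adjusted p being 0.125.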

**Figure 6:**
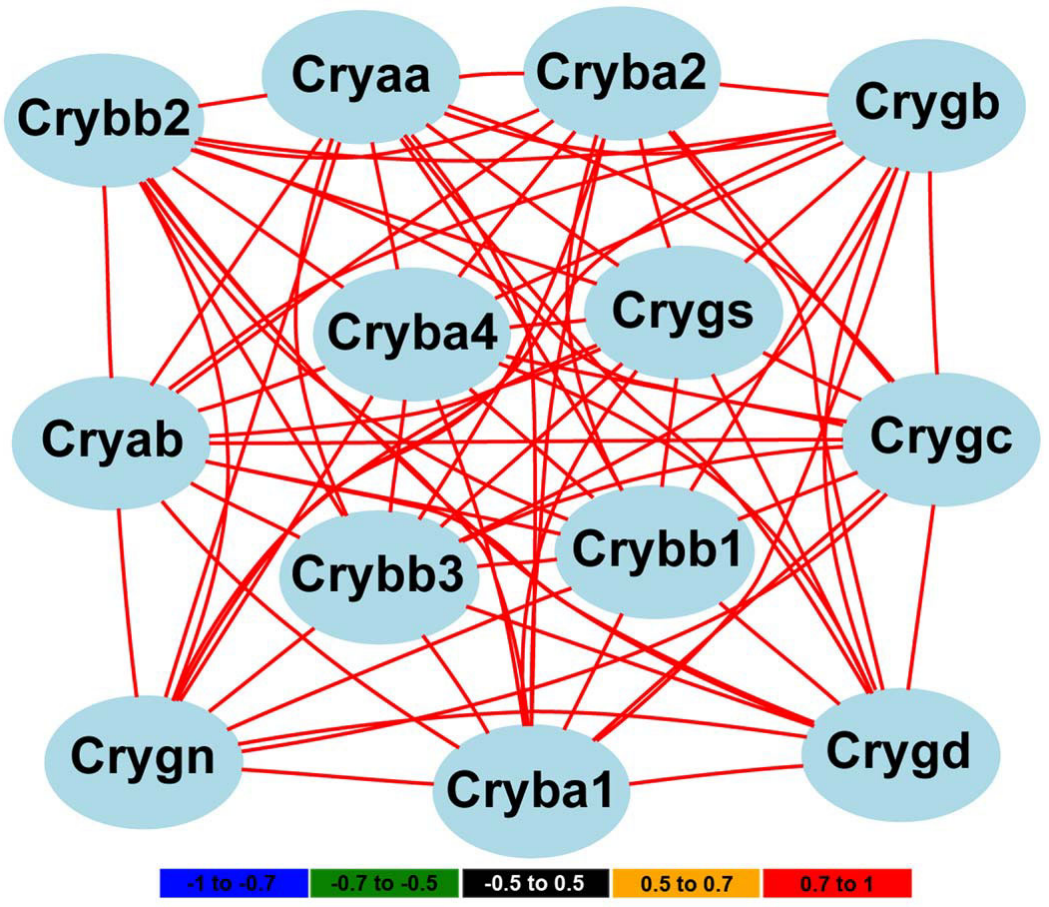
**Correlation of crystallin genes expression in the normal retina of the BXD RI strain set**. The expression patterns of many of the crystallin family members across the 49 BXD RI strains in the HEI Retina Database are highly correlated. The color of the lines connecting gene symbols indicate the degree of expression correlations (see scale at bottom of the figure). For these genes the correlation between the group is high (r > 0.7).

Is this difference in crystallin response unique to these mice or is it found in other species? Examining the literature, we found that the response of crystallins in the retina varies from strain to strain in both mouse and rat. For example, in Wistar [46] and Brown Norway rats [8], crystallin expression goes down after elevated IOP. In Sprague-Dawley rats, crystallins are upregulated after either a retinal tear [7] or after light damage [47]. A similar story is found for the mouse. In the naturally occurring glaucoma of the DBA/2J mouse, Steele et al. [48] found that crystallins are downregulated. In the C57BL/6 mouse, crystallins are upregulated after laser burns in the retina [17]. Taken together, these findings clearly demonstrate different responses of the crystallin family depending on the strain of rodent as well as different types of insult.

Initially one thinks of crystallins as lens proteins; however, it is becoming increasingly clear that members of this family have biological roles outside the lens [47,49-53]. Several studies of the retina have demonstrated a group of crystallins that are altered by light-induced injury [47], elevated IOP [8,54], or retinal detachment [16]. Changes in crystallin expression is also found after injury in other regions of the CNS, including the spinal cord [55] and cerebral cortex [56]. Selected crystallins also have a function in the response to injury in non-neuronal tissues such as heart muscle [57,58] and kidney [59]. Thus, the crystallins can no longer be thought of as merely lens proteins, but must be considered as having a larger biological role.

What function do crystallins have in the retina and other tissues? The α-crystallins possess chaperone activity and share properties with heat-shock proteins [50,60]. The β-crystallins and γ-crystallins also respond to stress in tissues other than the lens and have an AP-1 binding site in their promoter regions [61]. Most functional studies of crystallins point to an intrinsic action of the proteins affecting intracellular molecular processes. Specifically, α-crystallins appear to have anti-apoptotic activity [62-66]. Recently, Fischer et al. [67] suggested that purified crystallins added to the vitreous chamber or cultured explants of retina promote axonal growth and induce reactive gliosis. In the present study, we observed differential regulation of crystallin family members following optic nerve crush in C57BL/6 and DBA/2J mice. It is tempting to speculate that this differential expression of crystallins may account, in part, for the differential survival of retinal ganglion cells after optic nerve crush. This hypothesis is supported in part by recent studies demonstrating that crystallin family members protect retinal ganglion cells from the effects of optic nerve crush [68].

Inbred mouse strains are powerful tools in defining the genetic basis for selective susceptibility to neuronal death. By examining differences in the susceptibility of individual mouse strains, it is possible to identify the contribution of genetic background to differential neuronal death. The genetic backgrounds of inbred strains influence the response of the retina and CNS to disease and injury. A prime example of this approach is a paper from the Nickells group [6]. The authors examined neuronal survival following optic nerve crush in 15 strains of mice, finding that a substantial difference in neuronal survival depended on the mouse strain studied. The most resistant strain was the DBA/2J mouse; the most susceptible was the BALB/cByJ mouse. The strain hierarchy of the effect of nerve crush does not translate to other types of CNS neurons. In the spinal cord, neurons in the BALB/c are highly susceptible to contusion injury [69], whereas neurons of the substantia nigra in the BALB/c strain are relatively resistant to 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine (MPTP), as well as experimental autoimmune encephalitis (EAE) [49,70,71]. In the C57BL/6J mouse strain, retinal ganglion cells are comparatively resistant to optic nerve crush but are susceptible to MPTP exposure and EAE. Interestingly, the C57BL/6J and BALB/c strains are approximately equal in their susceptibility to spinal cord injury [69]. Schauwecker and Steward [72] determined that the C57BL/6J and BALB/c strains are invulnerable to glutamate-induced excitotoxic cell death in the hippocampus. The complex effects of genetic background on the vulnerability of neurons to injury are revealed by each strain's response, which is also dependent on the specific type of insult or the CNS region that is injured. We found small but statistically significant differences between two closely related strains, the DBA/2J strain and the C57BL/6J strain [73].

## Conclusion

In conclusion, this study defines the differential responses of the DBA/2J mouse and the C57BL/6J mouse to optic nerve crush. These include genetic networks that are associated with ganglion cell death and reactive gliosis. These findings from different inbred strains support the notion that the differential susceptibility of neurons to injury is a complex genetic trait modulated by several distinct genomic loci. In fact, several genomic loci have been mapped in the mouse that modulate the response of neurons to injury [74,75]. The first QTL mapped for neuronal injury in the mouse, on distal chromosome 1 [76], implies susceptibility to MPTP-induced death of substantia nigra neurons. Recently, a locus that modulates the response of retinal ganglion cells to axon damage (optic nerve crush) was mapped to chromosome 5 [74]. In addition, a QTL in the hippocampus that modulates excitotoxic susceptibility to cell death was mapped to distal chromosome 18. Thus, at least three loci are known that can modulate the susceptibility of neurons to injury. Each locus was mapped using different types of neurons (in different region of the CNS) and a different type of insult (ranging from crushed axons to chemical insult). Nonetheless, we can see that different regions of the genome affect neuronal survival. There is every reason to believe that this complex trait will include even more loci to produce specific susceptibility phenotypes among different strains of mice.

## Methods

Mice were used in three separate sets of experiments. We used 11 C57BL/6J mice and 10 DBA/2J mice between 60 and 90 days of age for anatomical studies to determine the percentage of neurons surviving after optic nerve crush. For the microarray studies 9 C57BL/6J mice and 9 DBA/2J mice from 60 to 90 days of age were used with 3 mice (two pooled retina samples) for each dataset. The astrocytes were cultured from 3 C57BL/6J and 3 DBA/2J mice at postnatal day 3 (P3) to produce six independent samples of cerebral astrocytes, following procedures detailed by Geisert and Stewart [77].

### Optic nerve crush

Mice were deeply anesthetized with a mixture of 13 mg/kg of Rompum and 87 mg/kg of Ketalar. A small incision was made in the lateral aspect of the conjunctiva. With a pair of small forceps the edge of the conjunctiva next to the globe was retracted slightly and rotated laterally, allowing visualization of the posterior aspect of the globe where the optic nerve could be observed. Viewed under a binocular operating microscope, the surrounding connective tissue and muscle was gently separated from the nerve. The exposed optic nerve was grasped for 10 sec with a pair of Dumont cross-clamp #7 forceps (Roboz, cat. #RS = 5027, Gaithersburg, MD). This instrument was chosen because its spring action applied a moderate yet constant and consistent force to the optic nerve. The forceps were then removed and the eye was allowed to rotate back into place. The Animal Use Committee at the University of Tennessee Health Science Center approved all procedures for the surgery and handling of mice.

### Immunohistochemical Analysis of Retinal Ganglion Cell Loss

To evaluate the number of retinal ganglion cells following optic nerve crush, we used 5 C57BL/6J mice and 5 DBA/2J mice (8 retinas per strain) as controls. We performed crush injury to the optic nerve of 6 C57BL/6J mice and 5 DBA/2J mice (12 and 8 retinas, respectively.) We crushed both nerves on the experimental animals. Several studies [78,79] have shown that crushing the optic nerve unilaterally has measurable effects on the contralateral retina. For this reason we have chosen to use one group of mice for optic nerve crush and a second naive set of mice as controls. The mice receiving optic nerve crush were allowed to survive for 30 days, after which they were deeply anesthetized with a mixture of 13 mg/kg of Rompum and 87 mg/kg of Ketalar, then perfused through the heart with saline followed by 4% paraformaldehyde in 0.1 M phosphate buffer (pH 7.3). We post-fixed the eyes for 24 hours. The next day the retinas were dissected free from the globe and rinsed in phosphate buffered saline. The intact retinal cups were placed in citrate buffer (10 mM sodium citrate, 0.05% Tween 20, pH 6.0) at 90-100°C for 20 min. The retinas were extensively rinsed in PBS, and then placed in 2% bovine serum albumin (BSA) for 30 min. The retinas were stained with primary antibodies directed against NeuN (1:250 monoclonal mouse anti-neuronal nuclei, Millipore, Billerica MA). The retinas remained in the primary antibodies for two days at 4°C. After three extended rinses in PBS, the retinas were transferred to secondary antibodies in 2% BSA for two days. Alexa Fluor 555 donkey anti-mouse IgG (Invitrogen Molecular Probes, Eugene OR) was used to stain the NeuN antibody. After rinsing the retinas, four small cuts were made in each one to assist in the retinal flat mounts. Each retina was flooded with Fluoromount-G and covered with a coverslip.

Low-power (4×) photomicrographs of the slides were taken using the Nikon Eclipse TE2000-E confocal microscope along with 1 mm scale bar. The area of each retina was calculated using the scale bar and NIH Image-J software. To determine the density of ganglion cells in a given retina, we placed a sampling grid over the 4× image of the retina in an orientation that maximized fields across all regions of the retina. Then we photographed the retina at each of the intersect points in the grid. This resulted in a minimum of 14 or a maximum of 18 sampling fields per retina. The NeuN-positive cells in each field were counted to define the number of ganglion cells per field. We used the mean number of ganglion cells per field to define the percent of change in retinal ganglion cells following optic nerve crush.

### Illumina Microarray Methods

The Illumina Sentrix Mouse-6 BeadChip V1.0 interrogated approximately 46,000 sequences from the mouse transcriptome. We used three samples from each strain and condition. For each sample, the RNA was pooled from two retinas. The tissue was homogenized and extracted according to the RNA-Stat-60 protocol as described by the manufacturer (Tel-Test, Friendswood, TX). The quality and purity of RNA was assessed using an Agilent Bioanalyzer 2100 system. The RNA from each sample was processed with the Illumina TotalPrep RNA Amplification Kit (Ambion, Austin, TX) to produce labeled cRNA. The cRNA for each sample was then hybridized to an Illumina Sentrix^® ^Mouse-6-V1.0 BeadChip (Illumina, San Diego, CA). A total of three Beadchips were used for the experiment. The Sentrix Mouse-6-V1 BeadChip contains ~48,000 probe sets directed against approximately 44,000 transcripts. Raw image data was subjected to quality control analysis using Illumina BeadScan software. MIAME standards were used for all microarray data. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [80] and are accessible through GEO Series accession number GSE17117 .

Once data was collected from all experimental conditions, we normalized the data using the formula 2 (z-score of log2 [intensity]) + 8 as previously described [7,81]. This procedure sets the mean expression level across a single microarray to 8 units on an exponential scale similar to that produced by real-time qRT-PCR. For the microarray analysis, we compared the changes in the transcriptome of C57BL/6J mice to that of DBA/2J mice before and after optic nerve crush. The mice, at 60-90 days of age, could be considered adults with fully developed retinas. At this age range, DBA/2J mice had not yet developed symptoms associated with pigmentary dispersion glaucoma. For each mouse strain, three independent samples were run for each experimental condition: control retina RNA and RNA isolated from retinas 2-days and 5-days after optic nerve crush. The microarray data formed a 2 by 3 experimental comparison; with optic nerve crush representing one dimension of the comparison and the two mouse strains representing the other dimension.

To test the quality of the data generated, we selected the top 100 transcripts with the least change between control and experimental C57BL/6J mice 2-days after optic nerve crush. In essence, these transcripts function as 100 housekeeping genes. When these transcripts are examined across all six experimental conditions, identical patterns of expression are observed, with these transcripts expressed at equivalent levels in C57BL/6J and DBA/2J mice. The 100 probes were selected from the C57BL/6J control set as compared to the 2-day injury dataset (r^2 ^= 0.99). Across all of the parametric comparisons within the group of six conditions, the worst fit for these 100 genes was between the DBA/2J control and experimental datasets and the C57BL/6J 5-days after optic nerve crush dataset. In this case, the bivariate correlation was still high (r^2 ^= 0.68). 

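The 100 probes with the smallest difference between the C57BL/6J control and 2-day means were mostly of low signal, their median level being 6.89 units over a range of 6.23 to 15.32. Over these probes the group means of C57BL/6J control and 2 days, on which they were chosen, had an r squared of 1.00, and the lowest r squared between any pair of groups was 0.981, for C57BL/6J at 2 and 5 days. After quantile normalization the lowest was 0.939, for C57BL/6J at 5 days and the DBA/2J controls. These are correlations across genes, which are not independent replicates.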

The quality and stability of this dataset is extremely good. There was no change between animals in probes recognizing low levels of expression (a value of 7 on our scale, which represents 1 log_2_, 2-fold, below the mean expression level) or probes having high levels of expression (a value of 16 on our scale, which represents 8 log_2_, 128-fold, above the mean expression level).

We used Significance Analysis of Microarrays (Significance Analysis of microarrays [SAM] v3.0 Stanford University, ) to calculate a list of transcripts we considered to be differentially expressed across our datasaet. We examined differences between the control samples and between the controls and either 2 days after injury or 5 days after injury for each strain. All of the transcripts had a false discovery rate below 0.03. The duplicates were scrubbed resulting in a final 1580 genes. The 1,580 SAM significant transcripts were entered into CLUSFAVOR 6.0 (Departments of Medicine, Molecular and Human Genetics, and Scott Department of Urology, Baylor College of Medicine, Houston, TX) for pattern analysis.

### Microarray Confirmation Through Real-Time qRT-PCR

Selected genes from the microarray datasets, including *Bcl2a1a, Chrna6, Cryaa, Cryba2, Crybb2, Crym, Egr1, Gfap, Lpin1, Rho, Sag, Sox11, and Thy1 *as well as *Actb *as a control, were validated using real-time qRT-PCR, which was done on the Roche LightCycler 480 system (F. Hoffmann-La Roche, Switzerland). To normalize the data, *Actb *was run as a housekeeping gene. Each gene was run under 5 concentrations in duplicate along with negative control, neg-RT, as well as water for controls. Assays were designed on the Roche web site [82]. The primers were synthesized by Integrated DNA Technologies (See additional file 4: Oligonucleotides used for Real-Time qRT-PCR).

## Authors' contributions

JPT performed the real-time qRT-PCR, optic nerve crush on samples used for staining as well as contributed to the writing of all sections of the manuscript. MN continued FV's work and performed the optic nerve crush, RNA isolation, running and analyzing the microarray data, as well as contributing to the writing of the manuscript. FV participated in the beginning design of the study and helped refine the desired procedure of optic nerve crush for this manuscript. NEA ran the microarray data on the retina database as well as bioinformatics on the crystallin network. WEO performed the statistical calculations and analysis, on the microarray data. RW contributed his knowledge of GeneNetwork and the analysis of the results as well as participated in writing the discussion section of the manuscript. EEG conceived the study, and participated in its design, coordination and drafting the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Genes with ≥ 20 fold change between astrocyte and control retina Click here for file

Additional file 2 Genes with ≤ -20 fold change between astrocyte and control retina Click here for file

Additional file 3 C57BL/6J astrocyte vs. DBA/2J astrocyte fold change Click here for file

Additional file 4 Oligonucleotides used for Real-Time qRT-PCR Click here for file

Additional file 5 Genes of principal component 1 (PC1) Click here for file

Additional file 6 Genes of principal component 2 (PC2) Click here for file

Additional file 7 Genes of principal component 3 through 5 (PC3-PC5) Click here for file

Additional file 8 **Network map of PC3 negative along with candidate genes**. This is a correlation network of 38 genes in PC3 negative with common bands as well as the genes that are candidates as modulator genes (yellow). Red lines represent ≥ 0.7 correlation; blue lines represent ≤ -0.7 correlation. Click here for file

Additional file 9 Candidate genes for PC3 negative QTL Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

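Retinal RNA of C57BL/6J and DBA/2J mice was measured in controls and at 2 and 5 days after optic nerve crush, in 6 groups of 3 arrays, each array holding RNA pooled from 2 retinas. The arrays were Illumina one-colour arrays on 3 BeadChips, and neither the labels nor the files name the BeadChip of an array, so a fit with the BeadChip as a block could not be made.

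The authors deposited a table of signal intensity for 46116 probes, not normalized and with no statement on background correction or detection p-values. Their second deposited table holds scores, made by the authors as 2 times the z-score of the log2 intensity within an array plus 8, so that every array has a mean of 8 and an SD of 2. The intensities were transformed in that way here, and 99.7% of probes came out equal to the scores within 0.02 units. For 121 probes the scores stood under another probe, and 12 of these were exchanged within 1 gene. 1 unit of the scale was 0.51 to 0.66 log2 over the arrays, with a median of 0.56.

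The median signal per array was 131.5 to 210.4, and the ratio of the 95th to the 5th percentile of signal was 8.38 to 15.4, which stands for signal over background here. Of the probes, 29534 had 1 gene symbol in the platform annotation, 11 had several and 16571 had none. These gave 17658 genes. The probe with the highest mean over the 18 arrays stood for a gene in the lists, and the text says where another probe of a named gene was called in the other direction, and for some genes where it only lay there.

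limma (3.58.1, in R 4.3.3) was fitted to the scaled values of all 18 arrays with 1 mean per group, lmFit and eBayes, with 12 residual and 2.88 prior degrees of freedom. The 5 comparisons and the 2 tests of a difference between the strains were each adjusted with the Benjamini-Hochberg method over all probes, and an adjusted p under 0.03 was called, the threshold of the paper. Beside it ran quantile normalization, normexp background correction with an offset of 50 before quantile normalization, the deposited scores, the brighter 23058 probes by mean signal, a threshold of 0.05, an intensity trend in eBayes, a replicate block, the arrays of the 2 groups alone, SAM with its false discovery rate under 0.03, and each array of the groups compared left out in turn. A further setting left out the 2 arrays at 2 days that lay near the other strain's controls and was added after the data were seen.

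Lists of genes were tested with camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over 27 lists and 7 comparisons. The lists covered ganglion, amacrine, bipolar and horizontal cells, photoreceptors, Müller glia, reactive gliosis, microglia with macrophages and complement, interferon response, regeneration, stress and cell death, immediate early genes, the crystallins of Figure 5, other genes named crystallin, lens, pigment epithelium and melanocytes, striated muscle, erythroid cells, oligodendrocytes, vessels, the mTOR pathway, cell cycle, extracellular matrix, the qRT-PCR genes, the candidate regulators of PC3 negative, and checks of strain and sex labels. Genes were named by rule: the 10 largest called differences each way per comparison among probes whose groups did not overlap, every gene the paper names in these results, and up to 4 genes of each list with the smallest adjusted p, or any member of a list of 15 genes or fewer. The group averages in the paper's additional files and Figure 5 had been seen when the rule was written.

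Comparisons of single values used exact permutation tests, two-sided, whose smallest p at 3 arrays against 3 is 0.1. Correlations used 100000 permutations. Principal components were computed on the group means of the called probes. The lines of the paper's Additional files 1, 2, 5, 6 and 7 were matched to probes by their 6 group averages, within 0.0101 units, and each line matched 1 probe. Whether equal replicate numbers pair arrays was checked from the correlation of their deviations from the group means. Only for C57BL/6J at 2 days did every pair lie above 0.1, at 0.479, 0.415 and 0.266, and 3 arrays there correlated best with their own number. The paper gives no meaning to the numbers.

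The fit was tested on simulated data, in which 158 probes were called and 2 of these had not been changed. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the other steps. Counts of surviving cells, qRT-PCR, the astrocyte arrays other than the paper's lists of them, and the recombinant inbred strain databases were not analysed here.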

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

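The tests of the 2 arrays with opposing strain markers and the values over 16 arrays were chosen only after the results were seen.

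The crush brought out several genes that the paper does not discuss. Edn2 rose by 3.98 units at 5 days in C57BL/6J and by 5.14 units in DBA/2J, Gal by 3.43 and 4.27 units, and Mmp12 by 3.10 and 2.33 units, each above the controls of its strain. Ccn2 differed by -2.72 units in C57BL/6J at 5 days (adjusted p = 0.00194 from limma), a call that held without any single array, while in DBA/2J its difference of -0.17 units was not called. Ccn2 was already lower in the DBA/2J controls, a comparison with the same C57BL/6J controls, and its change was not called as different between the strains (adjusted p = 0.984). Of the genes of the interferon response 5 rose in C57BL/6J at 5 days, a count that fell to 0 without any single C57BL/6J control array or 5 days replicate 1, to 3 without 5 days replicate 2 and to 2 without 5 days replicate 3. Of the genes of microglia, macrophages and complement 6 rose there, and 3 without C57BL/6J control replicate 1. The paper discusses neither group.

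Several lists shifted by different amounts in the strains after the crush, by camera at the preset correlation, though no single gene was called for such a difference. At 2 days the change was higher in DBA/2J for the crystallins (adjusted p = 2.04e-13), the lens genes (0.00159), other genes named crystallin (0.00665), reactive gliosis (0.0142) and extracellular matrix (0.00665), and lower for erythroid genes (0.0198). At 5 days it was higher in DBA/2J for the crystallins (3.44e-12), the lens genes (0.00167) and the immediate early genes (0.00124), and lower for the genes of microglia (0.0138) and of the interferon response (0.0123). With an estimated correlation none of these was called, at adjusted p of 0.325 to 0.6, and over the 16 arrays the 2-day differences of the erythroid and matrix genes were not called (adjusted p = 0.242 and 0.0313). The preset correlation was 0.01, while the crystallins had a mean pairwise r of 0.921 within groups, so their preset p-values are too small.

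Genes that part the strains in the controls drew together at 2 days, because the array labelled C57BL/6J 2 days replicate 3 and the array labelled DBA/2J 2 days replicate 1 lay far from the other arrays of their strain, with gaps of 0.936 and 0.908 of the whole range by Dixon's test for 9 arrays. These were the only 2 of the 12 crush arrays nearer to the other strain's controls, as an exchange of their strain labels would give. A mixture of RNA of both strains is argued against by the positions of the arrays, the smaller of which was 0.825 of the way to the other strain, and a response of these genes to the crush by the other 2-day arrays, the lowest of which lay 0.899 of the way to its own controls. An exchange of labels or of samples between these arrays stays open as a candidate explanation, as does an exchange of each with an outside sample, and no label was changed here.

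The crystallins stood high in the C57BL/6J controls and at 2 days in DBA/2J. Lens tissue carried over into some retina samples would bring other lens transcripts along, and the mean of 13 such genes followed the crystallin mean over the 18 arrays (r = 0.904). The SD of the crystallin mean within groups was 15.9 times that of random lists, but the crystallins moved together (mean pairwise r within groups 0.921, against 0.00980 in the median random list, a comparison added after the values were seen), and any such set would spread more than those lists, so carry-over from sample to sample and a varying level in the retina cannot be told apart by it. The lens mean of C57BL/6J control replicate 3 stood apart from its strain with a gap of 0.718 of the range, at 9.82 units where the next array had 7.74. The paper reasons against lens contamination from crystallins that also vary together in the hippocampus, where there is no lens, data that were not used here. From the lens genes, lens tissue may account for part of the crystallin differences, and a response of the retina itself to the crush that differs by strain stays open, since no test here separates the sources within an array.

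C57BL/6J control replicate 1 read 11.3 units for Xist, where every other C57BL/6J array read at most 7.55, and 7.02 units for the Y-linked genes Eif2s3y and Kdm5d, where the nearest arrays read 12.45 and 9.02. Its gaps were 0.849, 0.772 and 0.67 of the range. The label of this array, like those of the others, gives a male mouse. The same array had the highest median signal, 210.4 against 178.1 for the next, a gap of 0.51 of the range. High Xist with low Eif2s3y and Kdm5d goes against the male label, and the cause of these readings was not tested. Chance marks about 1 in 20 such groups, and 18 were examined, 9 measures in each of 2 strains, of which 7 had an array beyond the limit.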

How the results depend on the processing

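The other splits of the samples and the values over 16 arrays were chosen only after the results were seen.

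Of 139 named changes of genes, 67 kept their direction and side of the threshold under every alternative, 40 lost a call under at least 1, 24 gained one, 8 changed sign without a call, and 0 were called with another sign. The counts over all probes depended on the processing, and apart from leaving arrays out the cause was not tested. Between the controls the spread of the shared fit includes the 2 arrays near the other strain, which widen it where probes part the strains. The main counts were 2 probes between the controls, 9 and 628 at 2 and 5 days in C57BL/6J, and 0 and 31 in DBA/2J. SAM called 694, 116, 1824, 1 and 181. Quantile normalization called 1 between the controls, 14 at 2 days in C57BL/6J and 1 at 2 days in DBA/2J, and normexp background correction 1 between the controls and 3 at 2 days in DBA/2J. With an intensity trend the counts were 0 between the controls, 3 and 395 in C57BL/6J and 10 at 5 days in DBA/2J. A threshold of 0.05 gave 1135 at 5 days in C57BL/6J and 81 in DBA/2J. The arrays of the 2 groups alone gave 322 between the controls, 0 at 2 days in C57BL/6J and 3 at 5 days in DBA/2J, and the 16 arrays 456 between the controls. The replicate block gave 14 at 2 days in C57BL/6J, where arrays of equal number correlate from 0.266 to 0.479. It gave 3 and 100 in DBA/2J at 2 and 5 days, where such arrays correlate from -0.265 to 0.380 and from -0.230 to 0.150. The paper gives the numbers no meaning, so they are not known to pair the arrays. The deposited scores and the brighter 23058 probes stayed within 1.5 times of every main count.

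Leaving out in turn 1 array of the groups compared gave 0 between the controls, 0 to 23 and 147 to 475 at 2 and 5 days in C57BL/6J, and 6 to 69 at 5 days in DBA/2J. Arrays of the other groups, which share the estimate of the spread, were not left out singly. The lowest came without C57BL/6J control replicate 2 or 3 or 2 days replicate 2, without C57BL/6J control replicate 1 and without DBA/2J control replicate 1, the highest without C57BL/6J 2 days replicate 1, C57BL/6J 5 days replicate 3 and DBA/2J control replicate 3. The crystallin mean kept its sign in every case, from -7.08 to -3.08 between the controls, -4.54 to -0.53 and -6.46 to -2.45 in C57BL/6J, and 2.20 to 4.37 and 1.16 to 2.28 in DBA/2J.

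The first principal component held 81.9% of the variance in the main setting, 47.6% on the probes of Additional files 5 to 7, 66.1% over the 18 arrays, 77.8% after quantile normalization and 44.4% on those probes over the 16 arrays, and the second 33.9% and 35.9% on those probes. The share of astrocyte genes with the same direction in the retina was 72.1% over all genes in place of those with 1 probe, or 27.9% with the strains of the paper's list exchanged. The lowest r squared was 0.939 after quantile normalization and 0.970 on the deposited scores. With an estimated correlation 0 list tests were called, over the 18 and over the 16 arrays, against 45.

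Each comparison of 2 groups has 10 splits of its arrays, too few for a share under 0.05. The real count was 2 between the controls, as large in 1 split, with 0 at most in the others. It was 9 at 2 days in C57BL/6J, 628 at 5 days in C57BL/6J and 31 at 5 days in DBA/2J, each as large in 1 split, with 1 at most in the others, and 0 at 2 days in DBA/2J, as large in all 10. For a change that differed between the strains the real count was 0 at 2 and at 5 days, so all 100 splits drawn were as large by construction, and the splits do not test it. The highest other split gave 1 at 2 days and 521 at 5 days. A split that keeps the real groups of 1 strain leaves the response of that strain to the crush in the difference. Which split gave 521 was not examined, so no conclusion is drawn from it.

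A fit with the BeadChip as a block was not run, since no source ties arrays to BeadChips. The arrays' low ratio of bright to dim signal limits what can be seen in dim probes.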

Differences from the paper's values

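The values over 16 arrays were chosen only after the results were seen.

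Between the control retinas limma called 2 probes, where the paper's value is 522. Of the alternatives set before the data were examined, SAM (694) came within 1.5 times of it and the others did not. Over the 16 arrays, chosen after seeing the values, it was 456. For C57BL/6J at 2 days 9 were called and the paper's value is 49, which no alternative came near. For C57BL/6J at 5 days 628 were called and the paper's value is 1007, and the brighter 23058 probes (707), a threshold of 0.05 (1135) and the replicate block (809) came within 1.5 times, the others not. For DBA/2J at 5 days 31 were called and the paper's value is 52. Quantile normalization (38), the brighter 23058 probes (43) and leaving out DBA/2J control replicate 3 (69) came within 1.5 times, the others not. In any comparison 637 probes were called, and the paper's value is 1580, which only the threshold of 0.05 (1149) approached, while SAM gave 2602. All of these counts used the paper's threshold of 0.03 unless stated.

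The first principal component held 81.9% of the variance and the second 7.2%, where the paper's values are 44% and 23%. On the probes of Additional files 5 to 7 the shares were 47.6% and 33.9%, within 1.5 times of the paper's, and the other alternatives set before the data were examined were not. With those probes and the 16 arrays, chosen after seeing the values, they were 44.4% and 35.9%. The other 3 components together held 10.9%, where the paper's value is 33%, and no alternative came within 1.5 times.

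In the paper's Additional file 3 the averages are higher in C57BL/6J astrocytes for 613 genes and in DBA/2J astrocytes for 321, where the paper's values are 321 and 613. No alternative applies to these counts. The lowest r squared of the 100 least changed probes was 0.981, where the paper's value is 0.68, and no alternative came near it. A unit of the scale was a median of 0.56 log2, where the paper's value is 1, and no alternative applies.

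The paper places more genes among those that go down in its first component than among those that go up. It gives 823 genes for this component, and the 724 entries of its Additional file 5 used here hold 723 probes, of which 407 were higher and 316 lower in C57BL/6J at 5 days. The paper groups Gfap, Vcam1 and Bcl2a1a with genes that change after the crush. The main test called none of them, at adjusted p of 0.0725, 0.112 and 0.177 in C57BL/6J at 5 days, while SAM called all 3 there and so did limma on the arrays of the 2 groups alone, and all were higher at 5 days. The paper's genes of the second component were mostly not called between the controls by the main test. Of its 496 probes limma called 1, SAM called 128 higher and 251 lower, and limma called 258 on the control arrays alone and 298 over the 16 arrays, chosen after seeing the values. Of the 36 and 44 probes of the paper's Additional files 1 and 2 limma called 15 and 14 in any comparison and SAM 34 and 35, of the 723 of Additional file 5 they called 212 and 432, of the 496 of Additional file 6 9 and 427, and of the 132 of Additional file 7 15 and 85.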

Other observations

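Rgs5, a marker of pericytes on small vessels, rose by 1.53 units in C57BL/6J at 5 days (adjusted p = 0.00482 from limma), a call that held without any single array, and it was the only called member of 8 vascular genes, which were not called as a group (adjusted p = 0.0909 with camera). Of 15 genes of the extracellular matrix Mmp14, which encodes a membrane protease, rose by 1.10 units in C57BL/6J at 5 days (adjusted p = 0.0207, and up to 0.0947 with 1 array left out) and Ccn2 fell (1 higher and 2 lower when adjusted over the list alone). The group was higher in DBA/2J at 5 days (adjusted p = 0.0123; adjusted p = 0.479 with an estimated correlation) and lower in the DBA/2J controls (adjusted p = 0.0127; adjusted p = 0.479 with an estimated correlation).

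Of 16 genes of stress and cell death Ecel1 rose in C57BL/6J at 5 days (3 higher and 1 lower when adjusted over the list alone). As a group they were higher in C57BL/6J at 5 days (adjusted p = 0.0127; adjusted p = 0.403 with an estimated correlation) and in DBA/2J at 2 days (adjusted p = 0.00201; adjusted p = 0.327 with an estimated correlation), and lower in the DBA/2J controls than in those of C57BL/6J (adjusted p = 0.0127; adjusted p = 0.403 with an estimated correlation). Their mean was 8.37 units in the DBA/2J controls, 8.95 in DBA/2J at 2 days and 8.96 in the C57BL/6J controls. The last 2 comparisons use the same 3 DBA/2J control arrays, and low values on those arrays alone would give both. Of 8 genes that carry a crystallin name but are not among the 12, Crym alone rose in C57BL/6J at 5 days, and the group was higher in DBA/2J at 2 days (adjusted p = 0.00201; adjusted p = 0.342 with an estimated correlation). Erythroid genes were lower in DBA/2J at 2 days as a group (adjusted p = 0.0299; adjusted p = 0.325 with an estimated correlation), which was not called over the 16 arrays (adjusted p = 0.0949). Of 7 candidate regulators of PC3 negative 1 fell in C57BL/6J at 5 days. Of the 4 genes of the sex check Uty fell there, by -0.56 units (adjusted p = 0.0258, and up to 0.0938 with 1 array left out), 1 gene higher and 1 lower when adjusted over the list alone, and not over the 16 arrays. All mice are labelled male, but C57BL/6J control replicate 1, among these controls, read high for Xist and low for Eif2s3y and Kdm5d.

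In C57BL/6J at 5 days limma called 0 genes of the pigment epithelium and melanocytes, of striated muscle, of erythroid cells, of oligodendrocytes and of the cell cycle, and SAM called 0. At an unadjusted p under 0.05 there were 2, 3, 0 and 1 lower in the first 4 of these, and 1 higher and 1 lower among cell cycle genes. As groups they were not called, at adjusted p of 0.166, 0.391, 0.463, 0.585 and 0.331 with camera.

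More probes were lower than higher in DBA/2J among those that limma called on the control arrays alone, 209 against 113. A candidate explanation is a DBA/2J sequence difference under probes designed on C57BL/6J, which other probes of the same genes would not share. Of 82 other probes of genes called lower 65.85% were lower too, and of 38 of genes called higher 73.7% were higher. Among the other probes not themselves called, 41 of 68 and 14 of 23 had the same direction. The median difference of the other probes was -0.33 units against -1.71 at the probes called lower, and 1.00 units against 1.53 at those called higher. Before the test was run a share under 60% was taken to speak for the explanation and a share over 75% against it, so that it stays open.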
